# MicroRNA-138 suppresses glioblastoma proliferation through downregulation of CD44

**DOI:** 10.1038/s41598-021-88615-8

**Published:** 2021-04-28

**Authors:** Margaret Yeh, Yin-Ying Wang, Ji Young Yoo, Christina Oh, Yoshihiro Otani, Jin Muk Kang, Eun S. Park, Eunhee Kim, Sangwoon Chung, Young-Jun Jeon, George A. Calin, Balveen Kaur, Zhongming Zhao, Tae Jin Lee

**Keywords:** CNS cancer, miRNAs

## Abstract

Tumor suppressive microRNAs (miRNAs) are increasingly implicated in the development of anti-tumor therapy by reprogramming gene network that are aberrantly regulated in cancer cells. This study aimed to determine the therapeutic potential of putative tumor suppressive miRNA, miR-138, against glioblastoma (GBM). Whole transcriptome and miRNA expression profiling analyses on human GBM patient tissues identified miR-138 as one of the significantly downregulated miRNAs with an inverse correlation with CD44 expression. Transient overexpression of miR-138 in GBM cells inhibited cell proliferation, cell cycle, migration, and wound healing capability. We unveiled that miR-138 negatively regulates the expression of CD44 by directly binding to the 3′ UTR of CD44. CD44 inhibition by miR-138 resulted in an inhibition of glioblastoma cell proliferation in vitro through cell cycle arrest as evidenced by a significant induction of p27 and its translocation into nucleus. Ectopic expression of miR-138 also increased survival rates in mice that had an intracranial xenograft tumor derived from human patient-derived primary GBM cells. In conclusion, we demonstrated a therapeutic potential of tumor suppressive miR-138 through direct downregulation of CD44 for the treatment of primary GBM.

## Introduction

The most aggressive and lethal form of brain tumors is glioblastoma (GBM)^1^. Current treatments include surgical resection, radiation, chemotherapy with temozolomide (TMZ), tumor-treating fields (TTFields) or their combination, which results in a median overall survival (OS) of around 20 months^2^. In order to prime the tumor cells in GBM patients to become responsive to current treatment options or even new therapeutics, tumor cells need to be reprogrammed by reversing the aberrantly dysregulated gene expressions across various signaling pathways. However, treatment of GBM with a promising anti-tumor agent remains as one of the most challenging tasks in pharmaceutical development, since most therapeutic agents (up to 98%) are not capable of penetrating the blood–brain barrier (BBB) to reach to the tumor site^3^. Thus, it is highly significant to develop new tumor-specific targeted therapy to improve the clinical outcomes in GBM patients with less side effects due to non-specific targeting.

MicroRNAs (miRNAs) are small noncoding RNAs, and have been implicated in the development, progression and metastasis of many types of human cancer^4^. The expression level of a certain miRNA has been used to determine whether the specific miRNA plays a tumor suppressive or oncogenic role in cancers^4^. Restoring tumor suppressive miRNAs in cancer cells has been proposed as one of potential therapeutic strategies to efficiently reprogram the aberrantly deregulated cancer networks^5^. Since downregulation of miR-138 has been reported in most type of human cancers, miR-138 has been proposed as a tumor suppressive miRNA^6–8^. In GBM, miR-138 was first reported as pro-survival onco-miR in glioma stem cells^9^. However, other studies showed that miR-138 may play tumor suppressive roles in GBM^10–14^. Although the contradictory results may originate from the heterogeneous nature of GBM tumor^15–17^, further study was needed to clarify the role and druggability of miR-138 in GBM.

For the first time, this study found from whole transcriptome and miRNA expression profiling analyses that miR-138 is downregulated in human primary GBM tissues and primary GBM cells derived from human patients with an inverse correlation with the expression of CD44. Ectopic restoration of miR-138 negatively modulated the expression of CD44 in GBM cells leading to the inhibition of cell proliferation and increased survival rate in orthotopic xenograft mouse model. We discovered that miR-138 directly regulates CD44 expression by binding to the 3′ UTR of CD44. For many years, activation of CD44 pathways has been implicated in GBM as responsible for various tumor supportive signaling pathways, such as cell motility, cell proliferation, invasion, angiogenesis and drug resistance^18^. Although specific inhibition of CD44 using antibody has been shown to decrease cancer cell proliferation, first humanized CD44-targeting monoclonal antibody developed by Roche (RO5429083) is still under clinical trials (ClinicalTrials.gov Identifiers: NCT01641250, NCT01358903)^19^. Our data strongly suggest that inhibition of CD44 signaling pathway through the restoration of miR-138 can benefit therapeutic outcomes in clinical settings for GBM patients.

## Results

### miR-138 is downregulated in glioblastoma

To determine whether miR-138 is tumor suppressive or tumor supportive in GBM, miRNA expression profiles were obtained by NanoString miRNA Expression Analysis from 13 frozen brain tissue samples (9 GBMs and 4 controls) (Supp Table 1). 

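The nCounter assay counts fluorescent barcodes that are hybridized to each miRNA after the miRNA has been ligated to a tag, with no amplification step. The authors deposited the count of each probe in each of the 13 tissue samples. The values were whole numbers whose totals differed between samples, and no scaling between samples was visible in them. Of the 814 probes analysed here, 798 detect human miRNAs, and 21 of these are shared by several miRNAs of similar sequence. The others were 5 mRNA probes, 5 probes for miRNAs of plants and worms, and 6 ligation controls, which were left out of the tests of the miRNAs and fitted separately. The total count over the human miRNA probes was between 516745 and 678656 in the 4 control samples, with a median of 625946. In the 9 GBM samples it was between 413849 and 878076, with a median of 603394. Most probes were at low counts, with 61.0% of the 798 miRNAs below a mean count of 20. The background limit of each sample was set at the mean + 2 SD of its 3 negative ligation controls. This limit was between 5.00 and 11.7 counts in the control samples and between 8.82 and 28.9 counts in the GBM samples. Because it rests on 3 probes per sample, it is itself imprecise. Counts were scaled by edgeR's TMM method without a filter on low counts, and the groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg (BH) adjustment. TMM and the median-of-ratios method of DESeq2 both take the typical probe as unchanged between samples, and on this panel the typical probe lies near the background. The scaling is therefore a choice that could change the numbers. Samples are numbered 1 to 4 among the controls and 1 to 9 among the GBMs, with no order implied.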

Total of 827 miRNAs were detected and the miRNA expression profiles were then subjected to principal component analysis (PCA) for quality control, which clearly classified the samples into two groups (Fig. 1A). 

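Among the 798 human miRNA probes, 579 were above the background limit in at least 4 samples, 193 were above it in all 13 samples and 30 were above it in no sample. In the control samples between 470 and 650 miRNAs per sample passed the limit, and in the GBM samples between 233 and 597. PCA was run on log2 counts per total count after TMM scaling (CPM, with a prior count of 2), with each miRNA centered and scaled to unit variance. PC1 held 24.6% of the variance and PC2 held 12.8%. The PC1 score was -18.1 ± 1.86 (SD, n = 4) in the control samples and 8.05 ± 7.46 (SD, n = 9) in the GBM samples. No GBM sample overlapped with a control sample on PC1, and the gap between the groups was 28.4% of the whole PC1 range. The difference in mean PC1 score was larger than in any other split of the samples (two-sided exact permutation test over all splits into 4 and 9 samples, p = 0.0014, the smallest p they allow). GBM sample 9 was the nearest to the controls, with a score of -5.23, whereas the next GBM sample was at 3.51 and the highest control at -16.8. Scaling by the geometric mean of the 100 most abundant miRNAs narrowed the gap to 11.9% of the range, and the groups still did not overlap.

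**Figure D1:**
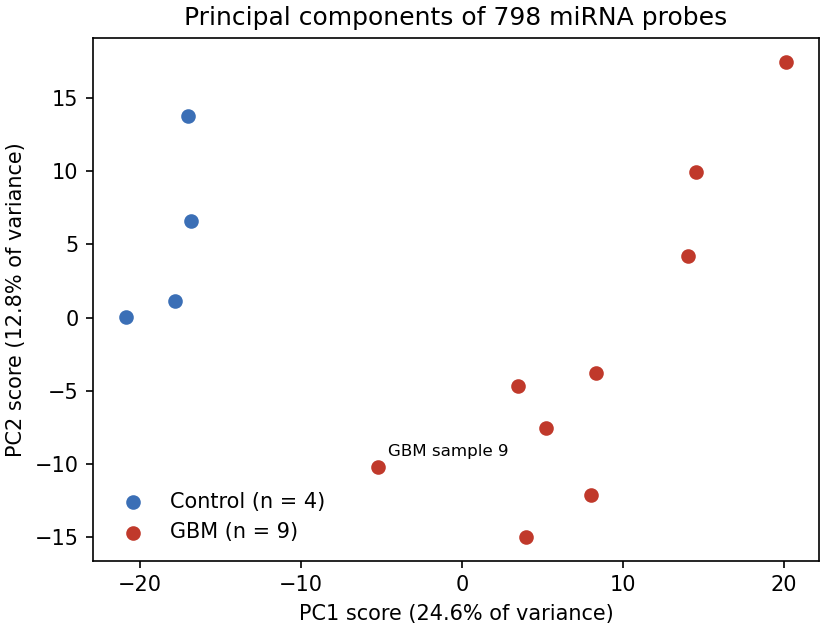
PC1 score (x axis) against PC2 score (y axis) of the 13 tissue samples, each point 1 sample, controls in blue and GBMs in red. The control samples lie at or below -16.8 on PC1 and the GBM samples at or above -5.23.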

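The count of miR-21-5p was between 481 and 2000 in the 4 control samples and between 4087 and 31843 in the 9 GBM samples, far above the background limit of every sample. After normalization it was 1731 ± 1106 CPM (SD, n = 4) in the controls and 36412 ± 18369 CPM (SD, n = 9) in the GBMs. The log2 fold change was 4.39 (standard error 0.63, adjusted p = 5.27e-05 from edgeR's quasi-likelihood test with BH adjustment). All 9 GBM samples were above all 4 control samples (two-sided exact permutation test, p = 0.0014, the smallest p that 4 against 9 samples allow). With each of the 13 samples left out in turn, the log2 fold change stayed between 4.19 and 4.90.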

The high expression level of miR-21 was detected from the 9 GBM samples as previously known that miR-21 is one of the most highly overexpressed miRNAs in most types of human cancer including GBM^20–22^. A total of 89 differentially expressed miRNAs (DEmiRs) were detected by using DEseq2 R package with BH adjusted p-value < 0.01 and two fold changes (Supp Table 2)^23^. Among them, miR-138 was identified as one of the down-regulated miRNAs in the GBM samples with a reverse correlation with miR-21 (Fig. 1B). 

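At a BH adjusted p below 0.01 and a fold change above 2, edgeR's quasi-likelihood test called 81 of the 798 miRNAs, 10 higher and 71 lower in GBM than in control samples. DESeq2 on the same counts called 115, of which 31 were higher and 84 lower, and all 81 were among them. In the edgeR test the log2 fold changes ran from 1.49 to 4.66 among the miRNAs called higher and from -5.24 to -1.19 among those called lower. Control and GBM samples did not overlap in 95 of the 798 miRNAs, or 11.9%, whereas chance gives no overlap in 0.280%. Among the called miRNAs, which were selected for their difference between the groups, there was no overlap in 6 of the 10 higher and 69 of the 71 lower ones. Next to miR-21-5p, the smallest adjusted p among the higher miRNAs were those of miR-155-5p, miR-210-3p, miR-574-5p and miR-4516. miR-155-5p rose from 140 ± 35.6 CPM (SD, n = 4) to 743 ± 299.2 CPM (SD, n = 9), a log2 fold change of 2.40 (standard error 0.43, edgeR adjusted p = 4.39e-04). The log2 fold changes of miR-210-3p, miR-574-5p and miR-4516 were 2.05, 2.41 and 1.79. Among the lower miRNAs, the smallest adjusted p were those of miR-504-5p, miR-128-3p, miR-139-5p, miR-139-3p and miR-137. miR-128-3p was at 8287 ± 650 CPM (SD, n = 4) in the controls and 440 ± 267 CPM (SD, n = 9) in the GBMs, a log2 fold change of -4.24 (standard error 0.37, edgeR adjusted p = 4.85e-07). miR-504-5p had a log2 fold change of -3.61, miR-139-5p of -3.79, miR-139-3p of -3.97 and miR-137 of -5.24. miR-504-5p and miR-139-5p were above background in only 2 of the 9 GBM samples each. With the mean of the negative controls subtracted from each count and a floor of 1, the log2 fold change of miR-504-5p was -5.63. That of miR-139-5p was then -5.89, of miR-139-3p -5.65 and of miR-137 -6.42. The size of these fold changes is therefore uncertain. The number and direction of the calls depended on the scaling. With the geometric mean of the 100 most abundant miRNAs as the scaling factor, 152 miRNAs were called, 102 higher and 50 lower, and the median log2 fold change of all 798 miRNAs moved from 0.12 to 0.76. A fit of only the 4 control and 3 GBM samples with label numbers above 12 called 39 miRNAs, 9 higher and 30 lower.

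**Figure D2:**
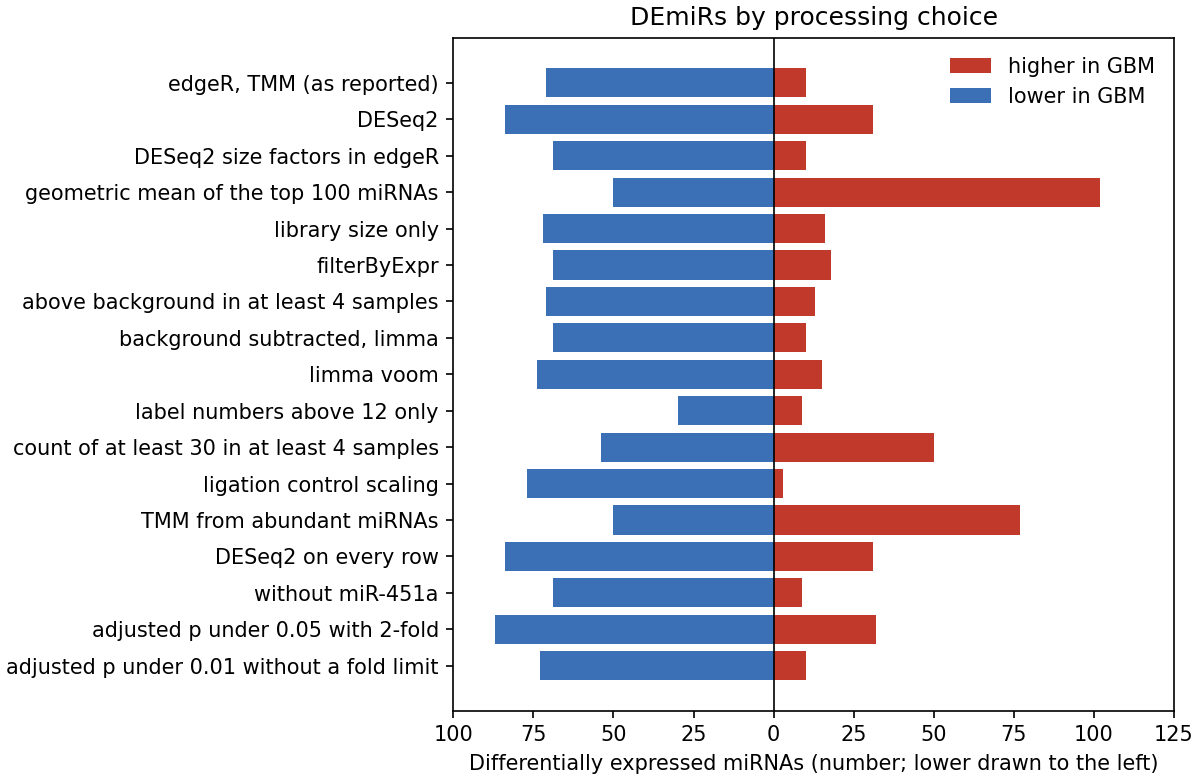
Number of miRNAs called higher (red, to the right) and lower (blue, to the left) in GBM, for each way of processing the 13 samples on the y axis. TMM scaling gives 10 higher and 71 lower, and scaling to the 100 most abundant miRNAs gives 102 higher and 50 lower.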

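miR-138-5p was counted between 45 and 71 times in the 4 control samples and between 6 and 29 times in the 9 GBM samples. After normalization it was at 94.1 ± 17.0 CPM (SD, n = 4) in the controls and 22.2 ± 12.1 CPM (SD, n = 9) in the GBMs. The log2 fold change was -2.08 (standard error 0.32, adjusted p = 1.04e-04 from edgeR's quasi-likelihood test with BH adjustment). All GBM samples were below all control samples (two-sided exact permutation test, p = 0.0014). Every control sample was above its background limit, but only 2 of the 9 GBM samples were, so that the level in the other GBM samples was not measured above background and the size of the fold change is uncertain. With the mean of the negative controls subtracted from each count, the log2 fold change was -4.17, but 4 GBM samples then lay at the floor of 1 that was set before taking log2, so that this value depends on the floor. With the scaling to the 100 most abundant miRNAs it was -1.47, and with each sample left out in turn it stayed between -2.32 and -1.97. In the 4 control and 3 GBM samples with label numbers above 12, the log2 fold change was -1.62 and no longer passed the threshold (edgeR adjusted p = 0.0358). Across the groups, miR-138-5p was lower and miR-21-5p higher in GBM. Because control and GBM samples form separate clusters in both miRNAs, no correlation was computed over all 13 samples. Within the 9 GBM samples, log2 miR-138-5p and log2 miR-21-5p had a Pearson's r of 0.03 (exact permutation p = 0.945) and a Spearman's rho of -0.02 (exact permutation p = 0.982). Without the 2 samples farthest from the median of miR-138-5p, r was -0.49 (exact permutation p = 0.264). In a family of 9 relations, the BH adjusted p of r was 0.945. The probe detects the mature miR-138-5p, which 2 human genes, MIR138-1 and MIR138-2, can give rise to. The paper takes miR-138 from among the down-regulated DEmiRs, sets it against miR-21 in the volcano plot, and then turns to qRT-PCR for miR-138 alone.

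**Figure D3:**
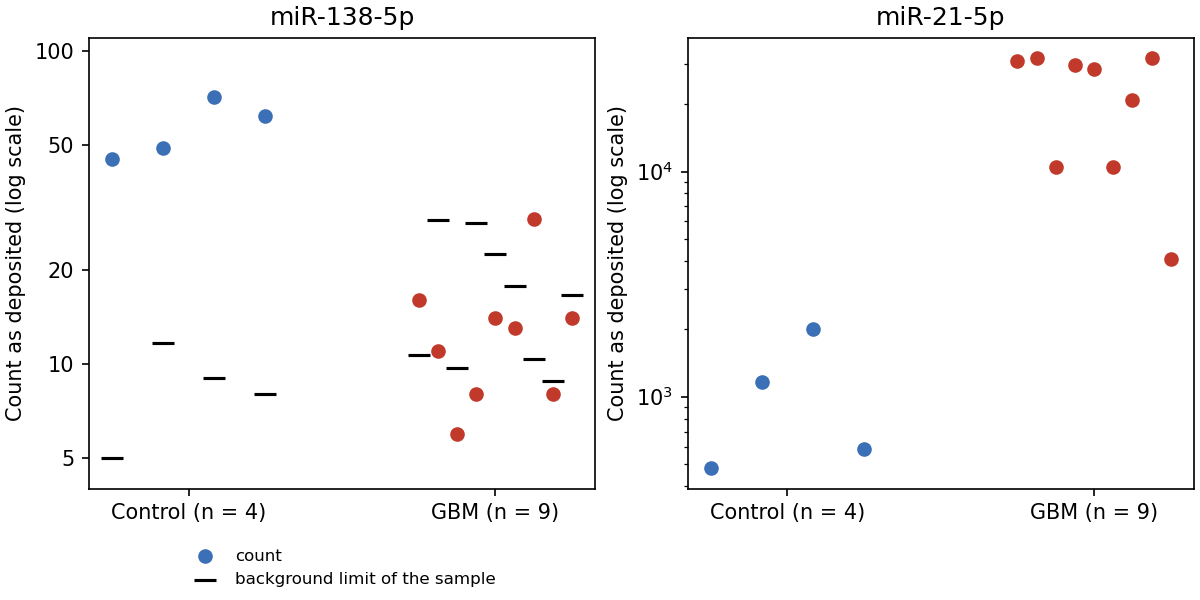
Deposited counts (log axes) of miR-138-5p and miR-21-5p in the control (blue) and GBM (red) samples, each point 1 sample, with black lines for the background limit of each sample beside miR-138-5p. The GBM counts of miR-138-5p lie between 6 and 29, and 7 of the 9 do not exceed their limit.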

Individual miRNA expression analysis by TaqMan quantitative real-time PCR (qRT-PCR) further confirmed that the relative fold change of miR-138 in the GBM patient samples was significantly down-regulated (0.009915 ± 0.003592, n = 9) when compared to negative control samples (0.3525 ± 0.08532, n = 4) (Fig. 1C, p < 0.001). We further examined the expression level of miR-138 in human patient-derived primary GBM cells, and found that the miR-138 expression was observed lower in 4 patient-derived primary GBM cells (GBM8 (0.1262 ± 0.004762), GBM12 (0.06386 ± 0.004912), GBM28 (0.07143 ± 0.004731) and GBM43 (0.08453 ± 0.002392)) than that in human neural stem cell (hNSC (1.537 ± 0.3098), a non-malignant negative control (Supp Fig. S1). The lower expression level of miR-138 was also observed in 6 glioma cell lines (LN229 (0.081 ± 0.005741), T98G (0.06172 ± 0.001572), U87 (0.07579 ± 0.002727), U373 (0.4155 ± 0.04372), LN18 (0.04435 ± 0.001073) and U251 (0.4743 ± 0.03747)) (Supp Fig. S1). From the public database, The Cancer Genome Atlas Program (TCGA) from the Betastasis (http://www.betastasis.com/glioma/tcga_gbm/), the expression of miR-138 was also found to be lower in most brain tumor types than normal brain tissues (Fig. 1D, p < 0.001). Another public database presenting single cell RNA sequencing (scRNA-Seq) profiles from 3589 single cells of GBM patient summarized 2D-tSNE representation showed that miR-138 expression is barely detectable while the expression level of miR-21 is high in neoplastic cell population (Supp Fig. S2). Taken together, our studies indicated that miR-138 is down-regulated in GBM as coincided with public databases as well as previous reports^10,14,24^, implying a possible tumor suppressive role of miR-138 in GBM tumor.

**Figure 1:**
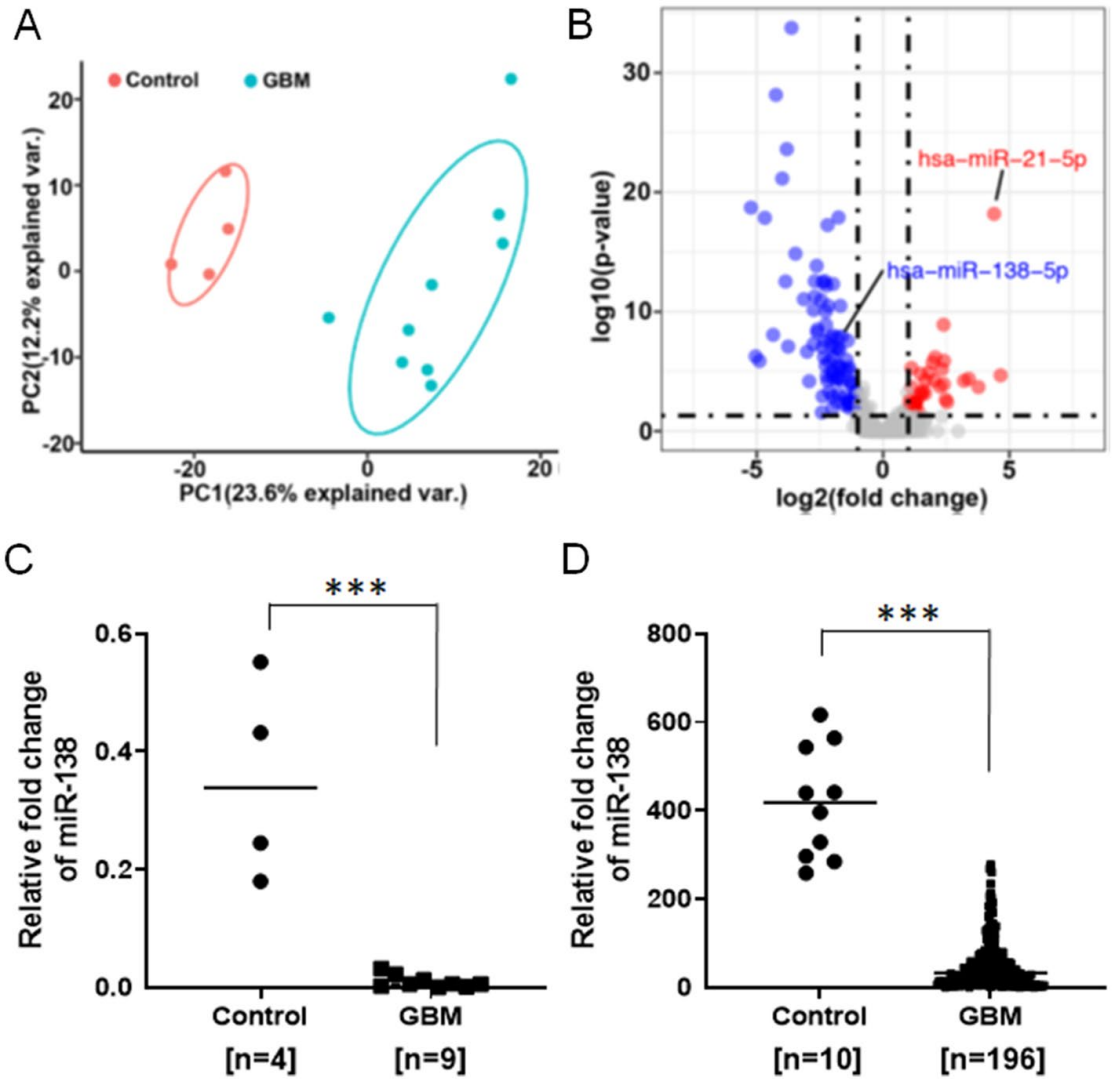
Downregulation of miR-138 in glioblastoma (GBM) patient specimens. (**A**) Principal component analyses (PCA) on miRNA expression profiling obtained by NanoString miRNA Expression Analysis from 9 GBM patients and 4 negative control samples. As a quality control, PCA plot clearly classified the samples into two groups. (**B**) Volcano plot reveals down-regulation of miR-138 in an inverse correlation with miR-21. (**C**) Expression of miR-138 in GBM samples (0.009915 ± 0.003592, n = 9) compared to negative control samples (0.3525 ± 0.08532, n = 4) analyzed by qRT-PCR using TaqMan individual miRNA assay. (**D**) The Cancer Genome Atlas Program (TCGA) database shows that miR-138 expression is downregulated in glioblastoma (GBM) compared to normal tissues. All error bars indicates standard deviations, and Student *t*-test was used to determine the significance in difference between the two groups. ***p < 0.001.

### miR-138 restoration inhibits GBM cell proliferation

To assess a tumor suppressive potential of miR-138 in GBM, miR-138 was ectopically expressed in GBM cells to assess its impact on GBM cell proliferation. GBM patient-derived primary cells (GBM 12, 28 and 43) was transiently transfected with miR-138 mimics in comparison to scrambled negative control (miR-Ctrl). After 4 days from the transfection, all GBM cells showed a significant sensitivity to the miR-138 overexpression (Fig. 2A). The inhibition of GBM cell proliferation was dependent on the concentration of miR-138 transfected, while the concentration dependency was not observed with miR-Ctrl. Same results were also observed from 5 GBM cell lines (LN229, U87, T98G, LN18 and U373) when transiently transfected with miR-138 (Supp Fig. S3). Using GBM12-RFP cell expressing red fluorescence protein (RFP) for live cell imaging, it was shown that the proliferation of GBM cells stopped growing after 48 h post transient transfection of miR-138 mimics (Fig. 2B).

**Figure 2:**
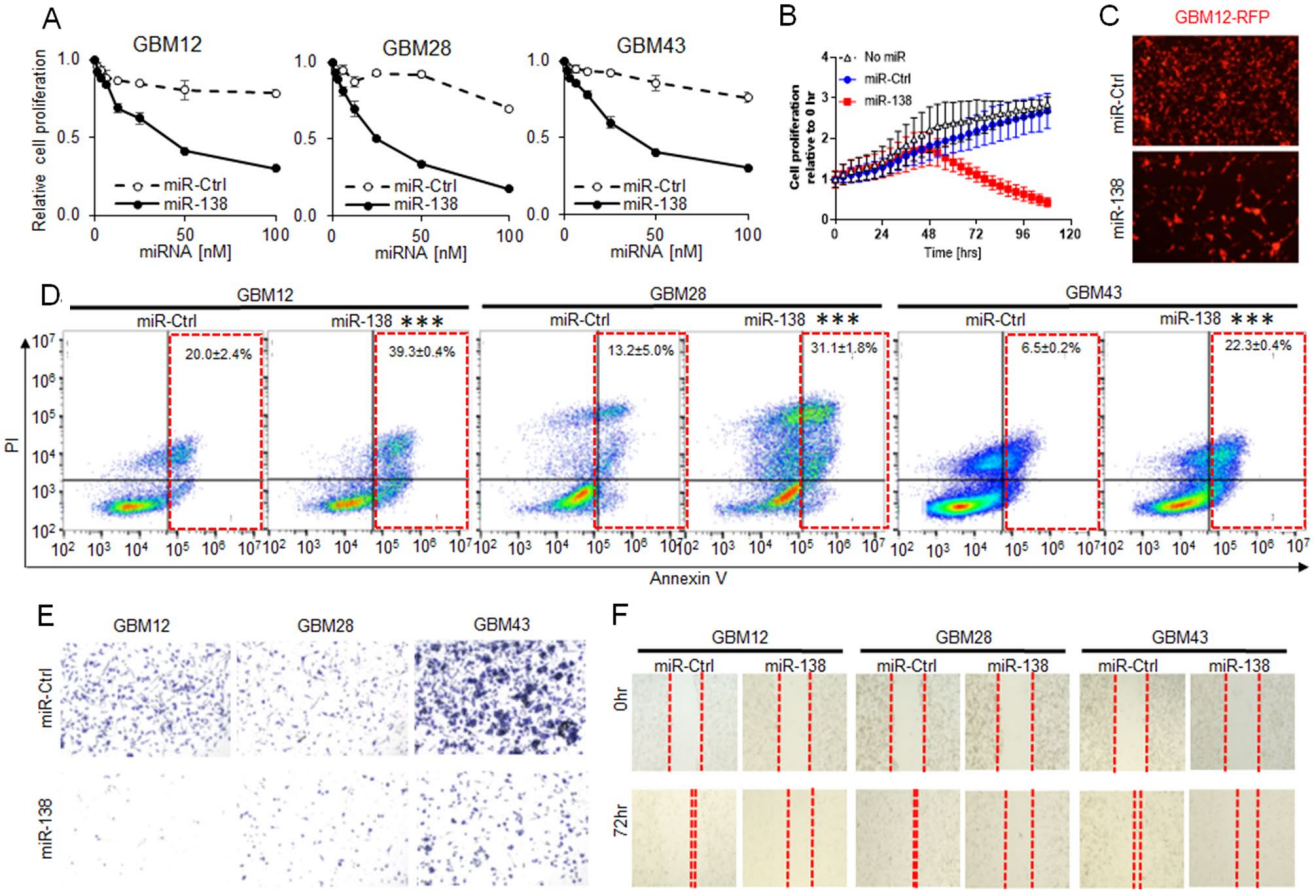
Overexpression of miR-138 inhibits cell proliferation and migration in vitro. (**A**) GBM cell proliferation with miR-138 overexpression. Patient-derived primary GBM cells (GBM12, 28 and 43) were transfected with a series of concentration of miR-138 mimics or negative control (miR-Ctrl). After 4 days of transfection, viable cells were measured by CellTiter-Glo Luminescent Cell Viability Assay. (**B**) Cell proliferation analysis by fluorescence live cell imaging every four hours on GBM12-RFP cells after transfection of 25 nM miR-138 or miR-Ctrl. (**C**) Representative fluorescence images of GBM12-RFP cells at 96 h after transfection of 25 nM miR-138 or miR-Ctrl. (**D**) Apoptosis analysis on GBM cells (GBM12, 28 and 43) after transfection of 25 nM miR-138 or miR-Ctrl followed by Annexin V-PI double staining for flow cytometry. Percentage of apoptotic cell populations were indicated in red-dotted box on each representative cytograms (n = 3). (**E**) Cell migration assay in Trans-well chamber plates. GBM cells transfected with 25 nM miR-138 or miR-Ctrl were cultured in 8 µm pore size Boyden chamber inserted into 24-well plates. The top chamber was removed 4 days later, and the migrated cells in the bottom chamber were visualized by staining with 0.5% crystal violet. Each images represent stained cells from each well obtained by bright field microscope. (**F**) Wound healing assay to evaluate the change of physical gap-closure by miR-138 overexpression. At Day 0, monolayer of GBM cells were scratched vertically followed by transfection of 25 nM miR-138 or miR-Ctrl. Representative cell images were taken at 4 days later by bright field microscope. All error bars indicates standard deviations (n = 3), and the *p*-values were determined by two-tailed student *t*-test. ***p < 0.001.

After 4 days from the miR-138 transfection, lower numbers of GBM12-RFP cells survived than the cells treated with miR-Ctrl (Fig. 2B,C). Again, the proliferation inhibition of GBM12-RFP cells was depending on the treated concentration of miR-138 (Supp Fig. S4). When the primary GBM cells (GBM12, 28 and 43) with transient overexpression of miR-138 were stained with Annexin V-PI, apoptotic cell populations were significantly increased (39.3 ± 0.4%, 31.1 ± 1.8%, 22.3 ± 0.4%, respectively) compared to the GBM cells transfected with miR-Ctrl (20.0 ± 2.4%, 13.2 ± 5.0%, 6.5 ± 0.2%, respectively) (Fig. 2D). Transient restoration of miR-138 also reduced the migration (Fig. 2E) and wound healing capability (Fig. 2F) of GBM cells. These data strongly indicated that miR-138 possesses a tumor suppressive role in GBM through an inhibition of cell proliferation.

### CD44 expression is inversely correlated with miR-138 expression in GBM

Determination of direct targets of a miRNA is a key information to understand an underlying mechanism by which miR-138 plays a tumor suppressive role in GBM. To identify candidate target genes of miR-138, total RNA sequencing (RNA-seq) was performed on the 13 patient samples. Through bioinformatics analysis on the RNA-seq obtained from human gBM samples (n = 9) in comparison to those from normal (n = 4), total of 420 genes were identified as differentially expressed genes (DEGs) (Supp Table 3). Among the top 5 out of 420 DEGs, we noticed that CD44 is predicted as a significant target of miR-138 by prediction software, mirDIP (microRNA Data Integration Portal) (Supp Table 4). Individual gene expression analysis by qRT-PCR confirmed that the expression level of *CD44* is higher in GBM samples (11.06 ± 0.1995, n = 9) than that in control samples (7.168 ± 0.7913, n = 4) (Fig. 3A, p < 0.001). TCGA database also showed the *CD44* expression in GBM samples was at substantially higher level (2329 ± 76.09, n = 200) than that of control samples (299.9 ± 50.01, n = 9) (Fig. 3B, p < 0.001). Single cell-RNA sequencing (scRNA-Seq) database also showed the overexpression of *CD44* in neoplastic cell population in GBM patients (Supp Fig. S5). When plotted the expression levels of miR-138 and *CD44* in the human GBM and normal samples (n = 13), it clearly showed an inverse correlation between miR-138 and *CD44* (Fig. 3C, Slope = − 0.08235, R^2^ = 0.8863, *p* < 0.001). CD44 has been known to be overexpressed in GBM as well as many cancers^18^. As a cellular receptor of hyaluronan, the overexpression of CD44 involves in cell proliferation signaling pathway in neoplastic cells^25^. Gene Set Enrichment Analysis (GSEA) on the RNA-seq data revealed that genes involving in hyaluronan metabolic process including *CD44* are highly enriched in the GBM samples compared to control samples with the normalized enrichment score (NES) of 2.13 and false discovery rate (FDR) of 0.0012 (Fig. 3D). These results indicate the inverse correlation between miR-138 and CD44. The specific regulation between the two molecules during GBM progression requires further investigation.

**Figure 3:**
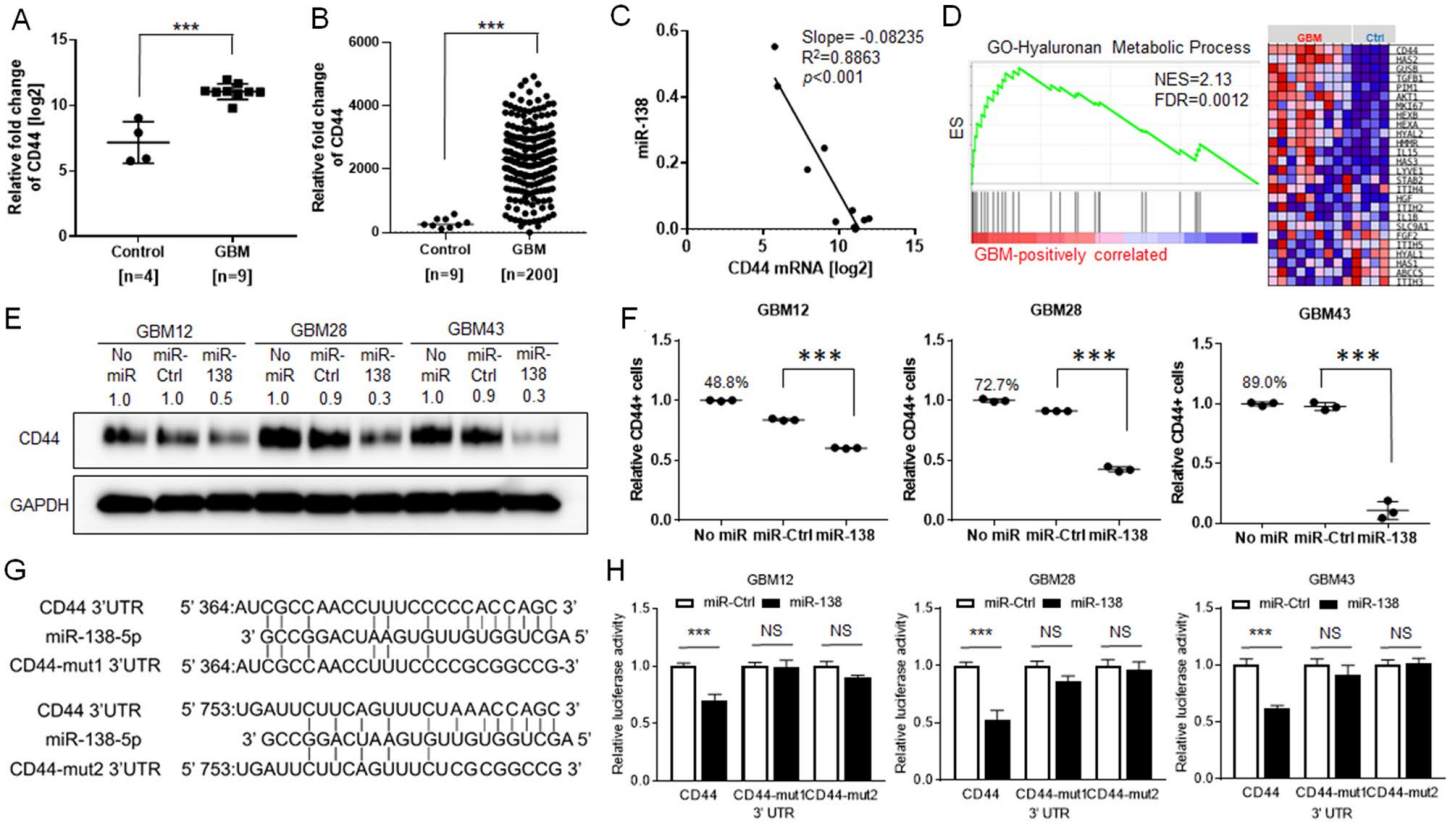
miR-138 negatively regulates the expression of *CD44* through direct targeting its 3′ UTR. (**A**) Overexpression of *CD44* in human GBM patient samples (11.06 ± 0.1995, n = 9) compared to control samples (7.168 ± 0.7913, n = 4) as measured by SyBr-Green real-time quantitative PCR (qRT-PCR) (***p < 0.001). (**B**) TCGA database showed the overexpression of CD44 in GBM (2329 ± 76.09, n = 200) compared to control samples (299.9 ± 50.01, n = 9) (***p < 0.001). (**C**) Paired expression correlation between miR-138 and CD44 in human GBM patient samples (Slope = − 0.08235, R^2^ = 0.8863, *p* < 0.001, n = 13 (9 GBM and 4 controls)). The expression levels of miR-138 and *CD44* were measured by TaqMan miRNA expression assay or SyBr-Green real-time quantitative PCR (qRT-PCR), respectively. (**D**) Enrichment plot by Gene Set Enrichment Analysis (GSEA) showed the enriched genes including CD44 involving in hyaluronan metabolic pathway. (**E**) Western blotting on GBM cells with transient overexpression of miR-138. The protein expression levels of CD44 were significantly lower than miR-Ctrl treated GBM cells. (**F**) Detection of CD44 positive cells by flow cytometry on GBM cells after miR-138 overexpression in comparison to control groups with no miR or miR-Ctrl overexpression. Transiently transfected GBM cells with miR-138 mimics were stained with FITC-labeled anti-CD44 antibodies and analyzed. FICT-negative cell population was gated by analyzing GBM cells transfected with siRNAs against CD44 (Supplementary material Fig. S5). (**G**) Schematic diagram of 3′ UTR sequences of CD44 containing two predicted miR-138 binding sites and the reporter constructs showing the mutated sequences in the seed regions (CD44-mut1 and CD44-mut2). (**H**) Luciferase reporter assays to test directing binding of miR-138 to the CD44 3′ UTR regions in GBM cells. GBM cells were transfected with luciferase reporter gene expressing DNAs containing CD44 3′ UTR, CD44-mut1 or CD44-mut2 sequences respectively. Next day, the cells were further transfected with miR-138 or miR-Ctrl for 48 h. Passively lysed cell lysates were assayed for luciferase activity by Dual Luciferase Assay kit. The relative luciferase activity values were normalized to Renilla luciferase activity as internal control. All error bars indicates standard deviations (n = 3), and the *p*-values were determined by two-tailed student *t*-test. ***p < 0.001.

### CD44 is a direct target of miR-138

The inverse expression correlation between miR-138 and *CD44* suggests that *CD44* is a possible target gene of miR-138. *CD44* overexpression and the activation of CD44 signaling pathway have been implicated in GBM with pro-survival functions^18^. Our observation on miR-138 mediated inhibition of GBM cell proliferation (Fig. 2) might be a result of CD44 pathway inhibition by miR-138. Ectopic overexpression of miR-138 reduced the protein expression of CD44 in GBM cells as observed by western blotting (Fig. 3E). Flow cytometry experiment showed that transient transfection of miR-138 reduced CD44-positive population of GBM cells (Fig. 3F and Supp Fig. S6), further supporting a negative regulation of CD44 by miR-138. Since miRNAs regulate the target gene expression through a direct binding of miRNA to the 3′ UTR of target gene mRNA, dual luciferase reporter assay was performed with a luciferase vector plasmid containing the 3′ UTR sequence of human CD44. Bioinformatics search revealed that the 3′ UTR region of human CD44 contains two putative binding sites (CD44 364–370 and CD44 753–759) matched with the seed sequence of miR-138-5p (Fig. 3G). When GBM cells were co-transfected with miR-138 mimics and the luciferase reporter vector plasmids, the luciferase activity was significantly decreased by miR-138 indicating a direct interaction between miR-138 and the 3′ UTR region of CD44 (Fig. 3H). The repression was rescued by mutations in the putative binding sites, since miR-138 did not decrease the luciferase activity of GBM cells transfected with mutated reporter vector plasmids (Fig. 3H). These data clearly demonstrated that miR-138 down-regulates the expression of *CD44* through direct binding to the 3′ UTR region of *CD44*.

### CD44 inhibition by miR-138 induces cell cycle arrest through p27 activation

To understand the working mechanism behind the miR-138 mediated inhibition of GBM cell proliferation, CD44 signaling pathway was further scrutinized. Transfection of miR-138 in GBM cells reduced cell viability, while CD44 restoration by co-transfection of *CD44*-expressing cDNA (cCD44) rescued the GBM cells from miR-138 mediated cell killing (Fig. 4A). In cell cycle analysis by flow cytometry on GMB cells after transient transfection of miR-138 mimics for 4 days, the G0/G1 cell populations were significantly increased indicating that cell cycle was arrested by miR-138 treatment in GBM28 cells (Fig. 4B), GBM12 or GBM43 cells (Supp Figs. S7 and S8). However, co-transfection of miR-138 with cCD44 reverted the cell cycle arrest by decreasing G0/G1 cell populations (Fig. 4B, and Supp Figs. S7 and S8). Among the downstream effectors of CD44 signaling pathway, the protein expression level of cell cycle inhibitor p27 was found to be seriously induced after miR-138 transfection in all tested GBM cells (GBM12, GBM28 and GBM43) (Fig. 4C). It was previously known that CD44 negatively regulates the expression and activation of p27 through AKT pathway^26^. However, restoration of CD44 expression level by co-transfection of GBM cells with cCD44 and miR-138 reversed the increase of p27 expression level through the gain of AKT activation (Fig. 4C). Since the activated p27 translocates into nucleus to inhibit cell cycles, the expression level of p27 was measured in both nuclear and cytoplasmic fractions from GBM cells. Treatment of miR-138 to GBM cells significantly increased the protein expression level of p27 in nuclear fraction, while the increase of p27 was barely observed in cytoplasmic fraction (Fig. 4D). Immunofluorescence imaging on the GBM cells clearly showed the strong accumulation of p27 after miR-138 treatment compared to miR-Ctrl (Fig. 4E). These data suggest that miR-138 can arrest GBM cell cycle by p27 activation through inhibition of CD44/AKT pathway.

**Figure 4:**
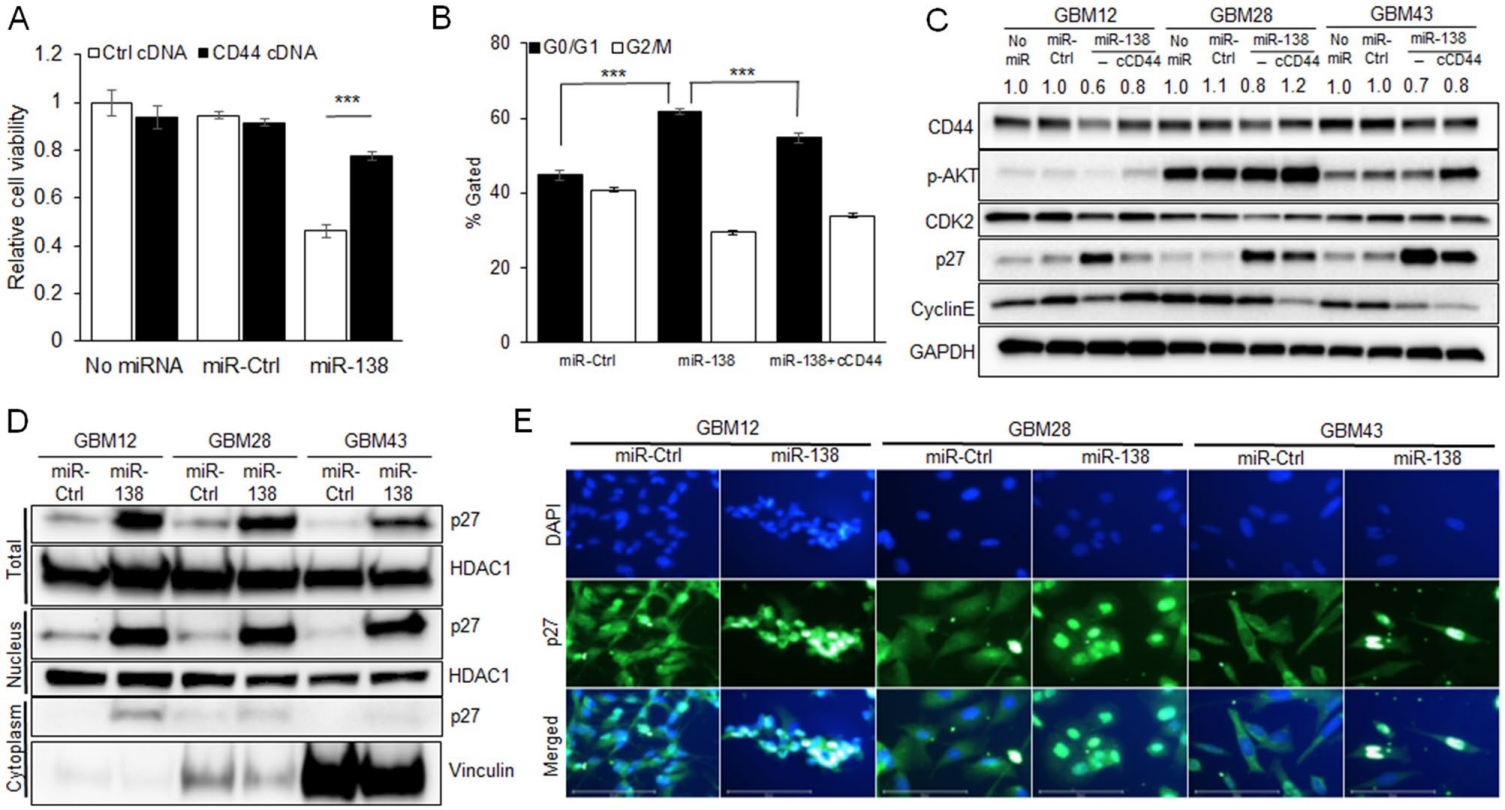
CD44 inhibition by miR-138 induces cell cycle arrest through upregulation of cell cycle inhibitor p27. (**A**) Cell viability of GBM cells decreases by miR-138 overexpression, which is partially rescued by ectopic overexpression of CD44. GBM cells were transfected with miR-138 or miR-Ctrl for 96 days in the presence CD44 expressing cDNA plasmids or empty control vector DNAs. Cell viability was measured by CellTiter-Glo Luminescent Cell Viability Assay (n = 3). (**B**) Cell cycle analysis by flow cytometry on GBM28 cells after 4 days of transient transfection of miR-138 or miR-Ctrl. Comparison of cell populations between G0/G1 and G2/M phases were expressed as %gated cells to total cell populations. Arrested cell cycle at G0/G1 phase by miR-138 was partially reversed by ectopic overexpression of CD44. Cell cycle data from GBM12 and GBM43 cells were shown in Supplementary material Fig. S7. Representative cytograms were shown in Supplementary material Fig. S8. (**C**) CD44 inhibition by miR-138 induces cell cycle arrest through Akt/p27 signaling axis. Transiently transfected GBM cell lysates with miR-138 or miR-Ctrl were analyzed by western blotting. miR-138 mediated CD44/Akt/p27 modulation was partially rescued by ectopic overexpression of CD44. (**D**) Western blotting showing activation and nuclear translocation of p27 in GBM cells after miR-138 overexpression. Total GBM cell lysates harvested after 4 days of transient transfection with miR-138 or miR-Ctrl were separated into nuclear and cytoplasmic fractions and analyzed by western blotting. HDAC1 was used as loading control for total cell and nucleus fractions, while Vinculin was used for cytoplasmic fractions. (**E**) Immunofluorescence staining of GBM cells that were transfected with miR-138 or miR-Ctrl for 4 days. Nuclear translocation of p27 was observed by overlapped fluorescence intensity of FITC-labeled anti-p27 antibody with DAPI staining. Scale bars indicate 100 µm.

### Ectopic expression of miR-138 improves survival rates in intracranial tumor bearing mice

To evaluate the preclinical impact of miR-138 in GBM tumors, miR-138 was overexpressed in orthotopic GBM tumor xenograft. The intracranial GBM tumor was induced by injecting 2 × 10^5^ human primary GBM cells into brain of NSG mice. Kaplan–Meier survival curves showed that overall mice survival rate (n = 8) was significantly prolonged by miR-138 overexpression with a median survival compared to miR-Ctrl treated mice group (n = 8) in all tested GBM cells: GBM12 (49 vs. 39 days, *p* < 0.05), GBM28 (35 vs. 28 days, *p* < 0.001) and GBM43 (28 vs. 24 days, *p* < 0.01) (Fig. 5A). Consistent with in vitro observations as described above, the decreased CD44 and the increased p27 expressions were cleared observed from the harvested GBM tumors in western blotting (Fig. 5B). Immunohistochemistry also showed the inverse correlation between CD44 and p27 expressions in the harvested GBM tumors relative to miR-138 overexpression along with the decreased Ki67+ cells, indicating the inhibition of cell proliferation by miR-138 (Fig. 5C). Taken together, our statistically significant results suggest the conceptual therapeutic advantage of miR-138 in mice bearing an intracranial tumor.

**Figure 5:**
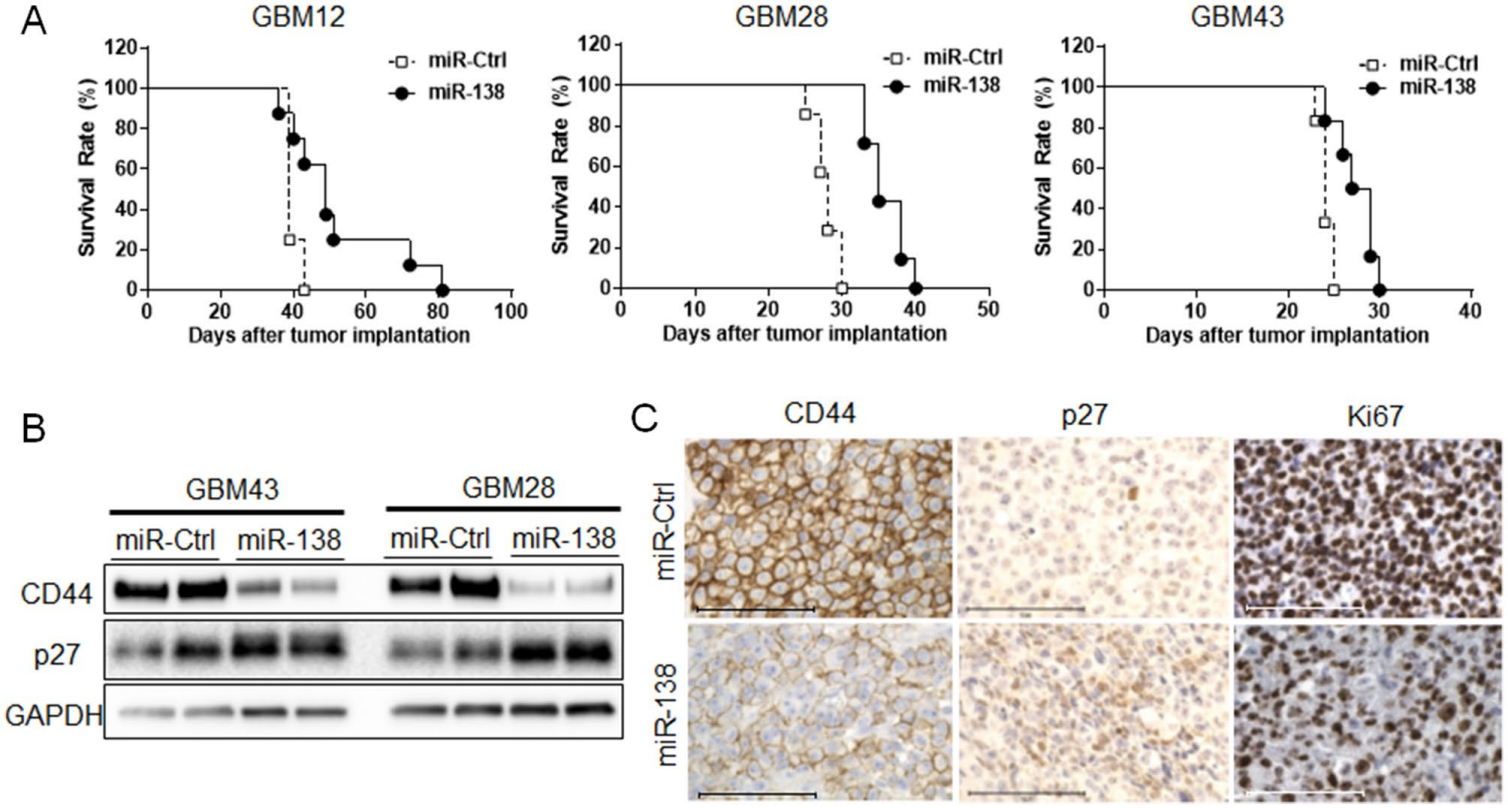
miR-138 reduces tumorigenicity of GBM cells in orthotopic in vivo model. (**A**) Mouse survival was analyzed by Kaplan–Meier survival curve. Intracranial xenograft tumor was induced by implanting GBM cells transduced with miR-138 or miR-Ctrl expressing lentiviruses. (**B**) The expression levels of CD44/p27 axis were analyzed by western blotting on the harvested mice brain tumor tissues that were derived from GBM cells (GBM28 or GBM43) with miR-138 or miR-Ctrl expression. (**C**) Representative images of tissue sections from mice brain tumor tissues after immunohistochemistry staining with anti-CD44 or anti-p27 for the change of target gene expressions by miR-138, and Ki76 for cell proliferation. Scale bars indicate 100 µm.

## Discussion

Including GBM, miR-138 has been known to be downregulated from many cancers, such as melanoma, breast, neuroblastoma and pancreatic tumor^7,8^. Many studies showed that an overexpression of miR-138 can suppress cell proliferation, metastatic ability and drug resistance of cancer cells, suggesting a tumor suppressive role of miR-138. In normal brain tissues, miR-138 is highly expressed in dendrites to regulate dendritic spine morphogenesis by targeting a depalmitoylation enzyme acyl protein thioesterase 1 (APT1)^27^. Coincided with our data, low expression of miR-138 was previously observed in brain tumors and the low expression levels of miR-138 were associated with poor survival of GBM patients^10–13^. As shown in our data, a series of functional assays on the impact of miR-138 on GBM cells clearly demonstrated that the restoration of miR-138 abolishes GBM cell proliferation and migration and significantly increase survival rates of intracranial GBM tumor bearing mice. These data indicate a tumor suppressive role of miR-138 plays in primary GBM.

Concurrent transcriptome analysis on GBM patient samples has identified CD44 for the first time as a potential target of miR-138, since its expression level was also inversely correlated with that of miR-138. Further functional study data confirmed that miR-138 directly downregulates the expression of CD44 protein by binding to the 3′ UTR of CD44. Transmembrane receptor CD44 is highly overexpressed and activated not only in GBM, but also many other cancers^18^. Activation of CD44 can support tumor progression by increasing many aspects of tumor supporting signaling pathways inside the tumor cells, such as cell proliferation, cell motility, tumor growth, angiogenesis and drug resistance, and even through communication with surrounding cells within tumor microenvironment (TME)^18^. Our finding strongly indicates the therapeutic potential of miR-138 as an attractive druggable target to modulate aberrantly deregulated pro-survival gene networks in GBM cells. Clinical trials with humanized CD44-targeting monoclonal antibody are being conducted in an attempt to neutralize the activated CD44^19^. Interestingly, inhibition of CD44 by overexpressing miR-138 in GMB cells significantly increased nuclear translocation of cell cycle inhibitor p27. As a result, GBM cell population arrested at G0/G1 phase was increased in a response to the miR-138 expression. Similar observation was previously reported in acute myeloid leukemia (AML), where CD44-triggered activation of PI3K/Akt signaling pathway downregulates p27 and cytoplasmic relocation^26^. In the future studies, single cell-RNA sequencing on mouse GBM tumor after miR-138 treatment will enable to dissect the molecular changes in various type of cells within the tumor microenvironment.

A recent study has reported another aspect of miR-138 as a tumor suppressive miRNA^10^. They showed that miR-138 can educate CD4+ T cells by downregulating two immune checkpoints, programmed cell death 1 (PD-1) and cytotoxic T-lymphocyte-associated molecule 4 (CTLA-4), resulting in 43% increase in median survival time in GBM tumor bearing mice^10^. This study implied that miR-138 can induce a conversion of cold tumor to immunologically hot tumor. Future co-delivery of miR-138 into GBM cells and surrounding immunosuppressed TME cells will be an intriguing approach to demonstrate a therapeutic potential of miR-138 for GBM treatment.

In contrast, Sampath’s laboratory found that miR-138 was overexpressed in tumor-initiating glioma stem cell (GSC)^9^. They demonstrated that an ectopic expression of miR-138 promoted self-renewal potential of GSCs resulting their growth and survival. Their finding indicates that miR-138 may play a different role in a small subset of GBM stem cells, therefore further study will need to clarify whose GBM patients will benefit from the restoration of miR-138. These contradictory observations may have arisen from the heterogeneous nature of GBM^8,15–17^. Our analysis was focused on primary GBM samples without history of recurrence or previous drug treatments. In the future study, it will be intriguing to study the correlation between miR-138 and GBM subtypes (IDH WT vs IDH mutants) by DNA sequencing. Nevertheless, our results strongly demonstrated the therapeutic potential of miR-138 for primary GBM tumor, which needs to be further assessed by clinical trials. To translate our findings useful for future clinical trials, we will need to develop therapeutic strategies to deliver miR-138 efficiently into GBM cells, or even surrounding tumor-supportive immune cells. For an example, recently developed RNA-driven small RNA delivery system may be a promising candidate to achieve the challenging task since it has successfully shown its preclinical potential to specifically target brain tumor cells across BBB via folate (FA)-mediated folate receptor (FR) recognition on tumor cells^28–31^.

## Materials and methods

### Cells and cell cultures

Patient-derived de-identified primary GBM cells was kindly provided by Dr. Jann N. Sarkaria (Mayo Clinic, Rochester, MN), and their use was approved by The University of Texas Health Science Center at Houston (UTHealth, Houston) Institutional Review Board (IRB). Patient-derived primary GBM cells (GBM12, GBM28, and GBM43) were provided by Jann N. Sarkaria in Mayo Clinic, Rochester, MN, and maintained as tumor spheres in neurobasal medium supplemented with 2% B27 without vitamin A, human EGF (20 ng/mL), and basic FGF (20 ng/mL) in low-attachment cell culture flasks. Glioma cell lines (LN229, U87, U373, LN18 and T98G) were obtained from American Type Culture Collection (ATCC) and maintained in Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 0.1 mg/mL of penicillin/streptomycin (Penn/Strep) (Gibco BRL, Grand Island, NY). All cell cultures were maintained at 37 °C in a humidified atmosphere with 5% carbon dioxide (CO_2_). All cells were routinely monitored for morphology changes and *Mycoplasma* contamination, and authenticated by Short Tandem Repeat (STR) analysis at the University of Arizona Genetics Core. Total 22 of snap-frozen de-identified glioblastoma tumor tissues were collected in the Department of Neurosurgery at UTHealth according to a protocol approved by the UTHealth IRB.

### RNA extraction, RNA sequencing and miRNA expression profiling analysis

Total RNAs were extracted from snap-frozen GBM tissue samples using Trizol (Ambion, Thermo Fisher, USA) by following the manufacturer’s protocol. Total RNA sequencing was carried out for the extracted total RNA by Illumina HiSeq-4000 at the Advanced Technology Genomics Core (ATGC) in the University of Texas MD Anderson Cancer Center. For miRNA expression profiling, 100 ng of total RNA was processed with the Human v3 miRNA Expression Assay using NanoString nCounter system (NanoString, USA) to detect 827 human miRNAs. The miRNA profiling data were submitted to NCBI GEO (GSE165937). Expression of individual miRNA was measured by quantitative real-time PCR with TaqMan miRNA Expression kit (Applied Biosystems, Thermo Fisher Scientific, USA).

### Transcriptome analysis based on RNA-Seq

The raw sequence reads of mRNA were cleaned by trimming the low-quality bases (Q < 20), approximately 818,338,374 clean reads were generated (Supp Table 1). RNA sequencing tags were only considered when they mapped to the same DNA strand as indicated by GRCh38.p11 annotation using HISAT2^32^. After assembly, 96.53% of the total clean reads were mapped to the reference transcriptome. The fragments per kilobase of transcript per million mapped reads (FPKM) value of the transcripts was calculated based on StringTie with default parameters^32^. In the preprocessing step of mRNA analysis, non-expressed gene, which defined as having a FPKM expression level of < 1 in > 80% of samples, were removed. The remaining transcripts were then used to perform the downstream analysis. Differentially expressed genes (DEGs) between GBM and control samples were detected by Ballgown based on the expression levels obtained from StringTie with threshold of adjusted p-value less than 0.01. In addition, the differentially expressed miRNAs (DEmiRs) based on the matched mRNA-seq dataset were also detected by DEseq2 with adjusted p-value < 0.01^33^. We further required the DEGs or DEmiRs to have more than two-fold changes^34^. The functional enrichment analysis of the DEGs were conducted using the pathway databases Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) through DAVID tool (version 6.8, http://david.ncifcrf.gov). To report reliable results, the pathways and GO terms with adjusted p-value < 0.05 were selected (adjusted by Benjamin-Hochberg Procedure, false discovery rate (FDR)). The mRNA-seq data were submitted to NCBI GEO database (GSE165286).

### Ectopic expression of miRNAs

GBM cells were plated in 6-well plates at 5 × 10^5^ cells per well in DMEM containing 2% FBS without antibiotics. For transient overexpression for in vitro studies, the cells were transfected with miR-138 mimics (Dharmacon miRIDIAN microRNA Mimics, Horizon Discovery, USA) or negative control mimics after pre-incubated with Lipofectamine RNAiMAX transfection reagent (Invitrogen, Thermo Fisher Scientific, USA) as described in the manufacturer’s manual. Then the cells were incubated at 37 °C in a humidified atmosphere with 5% carbon dioxide (CO2). For in vivo studies, GBM cells were stably transduced with Human pre-miRNA Expression Lenti-miR Vector containing the full-length miR-138 and green fluorescent protein (GFP) gene (SBI, System Biosciences, USA). Human pre-miRNA Scramble Negative Control Expression Lenti Vector plasmid was used as a control. Pre-miR-138 and negative control vector plasmids were packaged with pPACKH1 Lentivector Packaging Kit (SBI, System Biosciences, USA) in HEK293TN packaging cells according to the manufacturer’s manual. After transduction, the GBM cells were sorted by FACS analysis (FACSCalibur, BD Biosciences, USA) to select GFP positive cell population containing pre-miRNA. The expression of miR-138 in the sorted cells was further confirmed by quantitative real-time PCR with TaqMan miRNA Expression kit (Applied Biosystems, Thermo Fisher Scientific, USA).

### Apoptosis and cell cycle analysis

GBM cells were transfected with miRNAs as described above in six well plates. Four days later, the cells were stained with FITC-Annexin V/PI Apoptosis Detection Kit (BD Pharmingen, USA) by following the manufacturer’s instruction, and analyzed by Beckman CytoFLEX Flow Cytometer (Beckman Coulter, USA). Annexin V-positive cells were considered to be apoptotic. For cell cycle analysis, the cells were fixed with 70% ethanol after 2 days from miRNA and stained with propidium iodide (PI) solution (Invitrogene, Thermo Fisher Sicentifics, USA) and RNase (Promega, USA) at room temperature. The PI-stained cells were subjected to flow cytometry by Beckman CytoFLEX Flow Cytometer (Beckman Coulter, USA). The obtained flow cytometry data was analyzed with FlowJo version 10 software (BD Biosciences, USA).

### Flow cytometry

Detection of CD44 positive cells was determined by flow cytometry. GBM cells transfected with miRNAs as described above in six well plates were washed with PBS 4 days after the transfection and harvested with mild trypsiniation. The harvesed cells were stained with human CD44 antibody labeled with FITC, then subjected to flow cytometry by Beckman CytoFLEX Flow Cytometer (Beckman Coulter, USA). The obtained flow cytometry data was analyzed to determine the population of CD44 positive GBM cells against non-FITC cell population using FlowJo version 10 software (BD Biosciences, USA).

### Cell proliferation assay

GBM cells plated in 96 well plates were transfected with miRNAs as described above. Four days later, each wells were treated with equal volume of CellTiter-Glo Luminescent Cell Viability Assay. After 10 min of incubation, the luminescence intensity was measured by Synergy H1 multi-mode microplate reader (BioTek Instruments, USA). When GBM12-RFP cell was used, the end-point cell viability was imaged by visualizing RFP-positive cells with excitation 532 nm and emission 588 nm using EVOS FL Auto2 Cell Imaging System (Thermo Fisher Scientific, USA).

### Cell migration assay

GBM cells were transiently transfected with miRNAs as described above in a 8 µm pore size Boyden chamber (Transwell from Corning Costar, USA), which was then inserted into 24 well plates. Four days later, the migrated cells in the bottom chamber were fixed with 1% glutaraldehyde followed by staining with 0.5% crystal violet. Images of stained cells from each well were obtained by bright field microscope (EVOS FL Auto2, Thermo Fisher Scientific, USA).

### Wound healing assay

GBM cells were plated in 12 well plates. Next day, the cell layer was scratched vertically using a sterile micropipette tip. Detached cells were washed off with PBS, and the wells from each group were imaged under a bright field microscope (EVOS FL Auto2, Thermo Fisher Scientific, USA) as Day 0. The adhered cells were then transiently transfected with miRNAs as decribed above. Four days later, each well was imaged.

### Western blotting

GBM cells from in vitro studies were washed with cold PBS for three times, and harvested with RIPA buffer (Pierce, USA). Cell lysates were fractionated by 4–20% Criterion TGX SDS-PAGE Pre-cast gels (Bio-Rad, USA), then transferred to 0.45 µm Amersham Protran nitrocellulose (NC) membranes (Cytiva, USA). After blocking with 5% BSA-containing TBS blocking buffer, the NC membranes were incubated with primary antibodies against cleaved PARP (Cell Signaling Technology, Waltham, MA, USA); BAI1 and GAPDH (Abcam, Cambridge, MA, USA) followed by HRP-conjugated secondary anti-mouse antibody (GE Healthcare, Piscataway, NJ, USA), and HRP-conjugated secondary goat anti-rabbit antibody (Dako, Hamburg, Germany). All antibodies were diluted 1:1000 and the immunoreactive bands were visualized with enhanced chemiluminescence (ECL) (GE Healthcare, Piscataway, NJ, USA) using ChemiDoc MP (Bio-Rad, Hercules, CA, USA).

### Dual luciferase reporter assay

Firefly/Renilla Duo-Luciferase reporter vector containing the 3′ UTR clone of human CD44 was purchased from GeneCopoeia, USA. The 3′ UTR of human CD44 was predicted to include two binding sites of miR-138 at 364 and 753 bases, respectively. Two mutations (CD44-mut1 starting at base 364 and CD44-mut2 starting at base 753) were introduced into the miR-138 binding sites by replacing adenines and guanosines within the seed sequences to cytosines using site-directed mutagenesis (GenScript, USA). The plasimd DNAs amplified from E.coli were prepared by Maxi kit (Qiagen, USA). GBM cells were plated in 12 well plates 1 day before transfection of 1 μg CD44 3′ UTR DNA, CD44-mut1 or CD44-mut2 with Lipofectamine 3000 (Invitrogen, Thermo Fisher, USA). Next day, the cells were transfected with miRNAs as described above. After further 48 h, cells were lysed with Passive Lysis Buffer (Promega, USA) and assayed with Dual Luciferase Assay kit (Promega, USA) according to the manufacturer’s instruction.

### In vivo studies

Six to eight weeks old NSG mice (NOD-scid IL2Rgamma^null^) purchased from the Jackson Laboratory, USA were housed and handled in accordance with the guideline of UTHealth Center for Laboratory Animal Medicine and Care (CLAMC) and the animal protocols approved by the UTHealth Animal Welfare Committee (AWC). All animal studies were carried out in compliance with the ARRIVE guidelines (http://www.nc3rs.org.uk/page.asp?id=1357). Intracranial glioblastoma xenograft was generated in the NSG mice by implanting GBM cells as previously described^28,29^.

Survival studies used eight mice per each groups. Tumor tissues were harvested from the mice brain, then either snap frozen in liquid nitrogen for western blotting analysis or fixed in 4% PBS-saturated formaldehyde. The fixed tissues were embedded in paraffin and sectioned at 5 µm thickness. Representative sections from each group were stained with Hematoxylin and Eosin (H&E) to be examined under bright field microscope (EVOS FL Auto2, Thermo Fisher Scientific, USA). For immunohistochemistry (IHC), sectioned tissue slides were stained with CD44, p27 or Ki67 antibodies (Cell Signaling, USA).

### Statistical analysis

All statistical analysis was carried out with GraphPad Prism 7 software (GraphPad, USA). Data were analyzed using unpaired, two-tailed *t*-tests when comparing the difference in two groups. ANOVA with Tukey’s post-test was used to compare data in experiments to compare more than two variables. Kaplan–Meier survival curves (n = 8) were compared by using the log-rank test. Statistical significance was determined by *p*-value lower than 0.05. Multiple test correction was adjusted by Benjamini-Hochberg (BH) procedure^23^. Data variations in a group were expressed as mean ± SD (standard deviation).

## Supplementary Information

Supplementary Information.

# Supplementary material for: MicroRNA-138 suppresses glioblastoma proliferation through downregulation of CD44
**Source:** Sci Rep. 2021 Apr 28;11:9219. doi: 10.1038/s41598-021-88615-8
**Supplement:** Supplementary file 1 — Supplementary Information.

MicroRNA-138 Suppresses Glioblastoma Proliferation through Downregulation of CD44

Margaret Yeh ^1,†^, Yinying Wang ^2,†^, Ji Young Yoo ^1^, Christina Oh ^3^, Yoshihiro Otani ^1^, Jin Muk Kang ^1^, Eun S. Park ^1^, Eunhee Kim ^1^, Sangwoon Chung ^4^,Young-Jun Jeon ^5^, George A. Calin ^6^, Balveen Kaur ^1^, Zhongming Zhao ^2,^* and Tae Jin Lee ^1,^*

†M.Y. and Y.W. contributed equally to this work.

Dr. Tae Jin Lee, Department of Neurosurgery, University of Texas Health Science Center at Houston, 6431 Fannin St., MSE R117B, Houston, TX, 77030 ([](javascript:void(0);));

Dr. Zhongming Zhao, Center for Precision Health, School of Biomedical Informatics, The University of Texas Health Science Center at Houston, 7000 Fannin St. Suite 600, Houston, TX 77030, USA ()

**Running Title:** MiR-138 suppresses glioblastoma through CD44.

**Supplementary Tables**

**
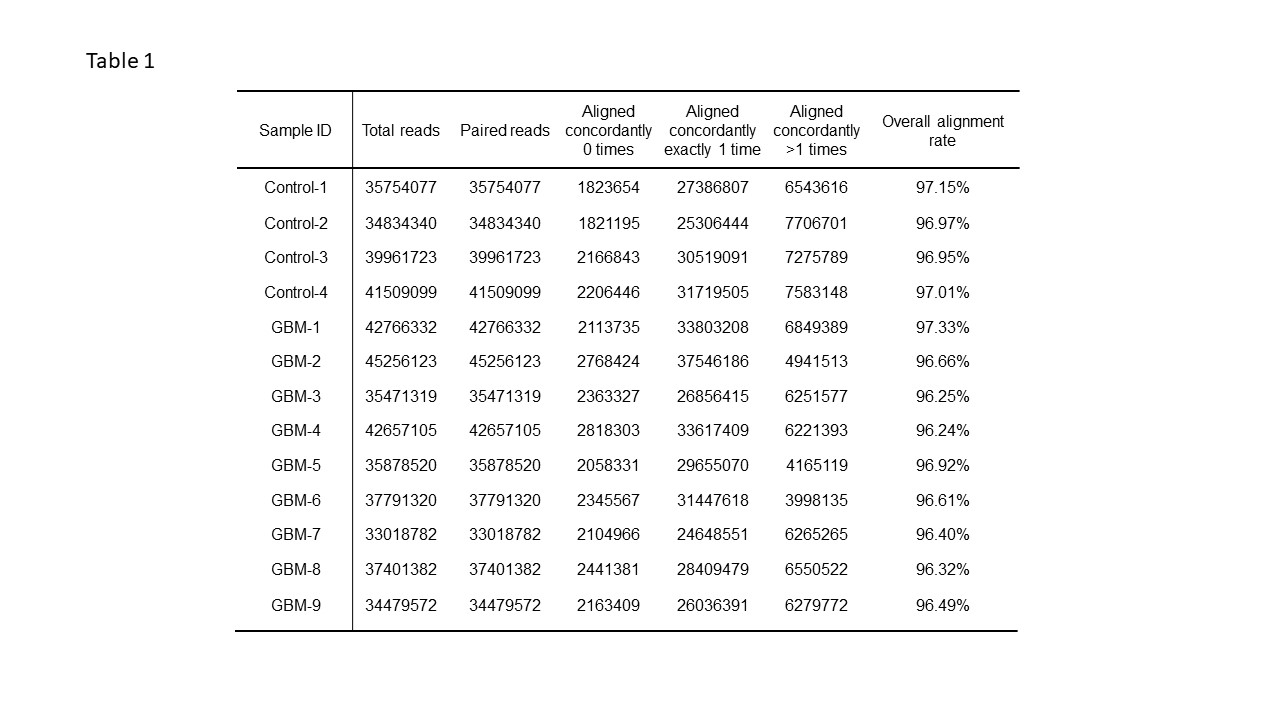
**

**Supp Table 1.** Alignment rates of RNA sequencing based on HISAT2. The raw sequence reads of mRNA were cleaned by trimming the low-quality bases (Q < 20), and approximately 496,779,694 clean reads were generated. RNA sequencing tags were only considered when they are mapped to the same DNA strand as indicated by GRCh38.p11 annotation using HISAT2.

| **miRNA** | **log2FC** | **Adjusted *p* value** |
| --- | --- | --- |
| hsa-miR-504-5p | -3.63 | 1.75E-34 |
| hsa-miR-128-3p | -4.24 | 7.10E-29 |
| hsa-miR-139-5p | -3.81 | 2.46E-24 |
| hsa-miR-139-3p | -3.99 | 7.14E-22 |
| hsa-miR-137 | -5.23 | 1.94E-19 |
| hsa-miR-107 | -1.76 | 1.29E-18 |
| hsa-miR-218-5p | -4.68 | 1.39E-18 |
| hsa-miR-1249-3p | -2.19 | 5.58E-18 |
| hsa-miR-487b-3p | -3.47 | 1.40E-15 |
| hsa-miR-4443 | -2.63 | 1.44E-14 |
| hsa-miR-628-5p | -2.70 | 2.78E-13 |
| hsa-miR-330-3p | -2.30 | 2.78E-13 |
| hsa-miR-433-3p | -3.86 | 2.96E-13 |
| hsa-miR-329-3p | -2.39 | 3.42E-13 |
| hsa-miR-1185-5p | -1.98 | 4.84E-13 |
| hsa-miR-889-3p | -2.25 | 6.59E-13 |
| hsa-miR-874-3p | -2.70 | 5.20E-12 |
| hsa-miR-323a-3p | -3.14 | 8.94E-12 |
| hsa-miR-410-3p | -2.45 | 1.10E-11 |
| hsa-miR-769-3p | -2.17 | 3.22E-11 |
| hsa-miR-1197 | -1.69 | 3.22E-11 |
| hsa-miR-769-5p | -2.75 | 7.09E-11 |
| hsa-miR-381-3p | -2.27 | 9.42E-11 |
| hsa-miR-873-5p | -2.26 | 1.23E-09 |
| hsa-miR-656-3p | -2.60 | 3.04E-09 |
| hsa-miR-582-5p | -2.61 | 5.31E-09 |
| hsa-miR-129-5p | -4.35 | 8.66E-09 |
| hsa-miR-328-3p | -1.97 | 9.73E-09 |
| hsa-miR-381-5p | -1.63 | 1.17E-08 |
| hsa-miR-29c-3p | -1.79 | 1.41E-08 |
| hsa-miR-138-5p | -2.09 | 1.52E-08 |
| hsa-miR-324-5p | -1.40 | 2.60E-08 |
| hsa-miR-379-5p | -2.30 | 2.77E-08 |
| hsa-miR-485-3p | -2.75 | 5.14E-08 |
| hsa-miR-132-3p | -2.05 | 7.08E-08 |
| hsa-miR-1290 | 3.20 | 6.07E-05 |
| hsa-miR-493-3p | 1.68 | 5.74E-05 |
| hsa-miR-10a-5p | 3.39 | 4.11E-05 |
| hsa-miR-1246 | 4.65 | 2.12E-05 |
| hsa-miR-15b-5p | 1.49 | 1.61E-05 |
| hsa-miR-4516 | 1.81 | 1.22E-05 |
| hsa-miR-142-3p | 2.33 | 6.55E-06 |
| hsa-miR-15a-5p | 1.12 | 5.09E-06 |
| hsa-miR-135b-5p | 1.96 | 1.76E-06 |
| hsa-miR-574-5p | 2.41 | 1.30E-06 |
| hsa-miR-210-3p | 2.06 | 6.54E-07 |
| hsa-miR-155-5p | 2.39 | 1.23E-09 |
| hsa-miR-21-5p | 4.39 | 6.49E-19 |

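The log2 fold changes that the paper reports for the 48 miRNAs of Supp Table 2 were set beside those from edgeR on the deposited counts. The 48 miRNAs, 13 higher and 35 lower in GBM by the paper's values, are part of the paper's 89 DEmiRs, and no overlap test was run on them. All 48 had the same sign in the edgeR test, with a median absolute difference of 0.01 on the log2 scale. At a BH adjusted p below 0.01 and a fold change above 2, edgeR called 44 of the 48 and DESeq2 on the same counts called all 48. The 4 miRNAs that edgeR did not call were higher in GBM and just missed the adjusted p. These were miR-1290 (log2 fold change 3.21, edgeR adjusted p = 0.0157), miR-10a-5p (3.38, edgeR adjusted p = 0.0149), miR-15a-5p (1.12, edgeR adjusted p = 0.0136) and miR-135b-5p (2.94, edgeR adjusted p = 0.0137).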

**Supp Table 2.** Top most differently expressed miRNAs (DEmiRs) from miRNA expression assay on human GBM patient samples analyzed by NanoString nCounter system. The expression level changes of DEmiRs in GBM versus control samples were expressed as the absolute log2-transformed fold change (log2FC).

| **Gene** | **LogFC** | **Adjusted *p* value** |
| --- | --- | --- |
| HIST1H3F | 5.83 | 1.19E-03 |
| HIST1H2BH | 5.73 | 3.98E-03 |
| TNC | 5.67 | 7.49E-03 |
| CD44 | 5.04 | 3.15E-03 |
| POLA1 | 4.70 | 7.58E-03 |
| ABCC3 | 4.68 | 3.84E-03 |
| ADAMTS9 | 4.66 | 7.31E-03 |
| MRC2 | 4.39 | 1.78E-03 |
| PLCB3 | 4.19 | 6.04E-04 |
| TOP2A | 4.08 | 7.44E-03 |
| HIST1H2AH | 4.03 | 6.27E-03 |
| HIST1H2AI | 4.00 | 2.15E-03 |
| CENPF | 3.66 | 8.24E-03 |
| HIST2H3C | 3.59 | 7.57E-03 |
| COL4A1 | 3.49 | 3.24E-04 |
| PTGFRN | 3.45 | 4.16E-03 |
| SBNO2 | 3.44 | 4.17E-03 |
| HIST1H3G | 3.36 | 6.88E-03 |
| C15orf52 | 3.21 | 1.71E-03 |
| MMP14 | 3.16 | 8.93E-03 |
| LRRC7 | -5.25 | 2.81E-05 |
| LRFN5 | -5.31 | 3.90E-07 |
| GABRB3 | -5.31 | 3.90E-07 |
| CABP1 | -5.45 | 1.25E-03 |
| DLGAP3 | -5.47 | 1.19E-03 |
| GRM5 | -5.56 | 1.19E-03 |
| NRGN | -5.63 | 1.50E-03 |
| SV2B | -5.79 | 1.18E-04 |
| SLC12A5 | -5.81 | 4.37E-03 |
| CREG2 | -5.86 | 2.32E-03 |
| GRIN1 | -5.86 | 1.47E-04 |
| PLCH2 | -5.94 | 9.77E-07 |
| HCN1 | -6.16 | 4.09E-04 |
| NEFL | -6.27 | 3.98E-03 |
| CAMK2A | -6.35 | 5.83E-03 |
| SNCG | -6.39 | 4.76E-03 |
| CCDC85A | -6.52 | 3.65E-07 |
| TENM2 | -6.53 | 6.09E-03 |
| NEFM | -6.65 | 2.53E-03 |
| RYR2 | -7.02 | 3.65E-07 |

**Supp Table 3.** Top most differently expressed genes (DEGs) from total RNA sequencing on human GBM patient samples. The expression level changes of DEGs in GBM versus control samples were expressed as the absolute log-transformed fold change (logFC).

.

**
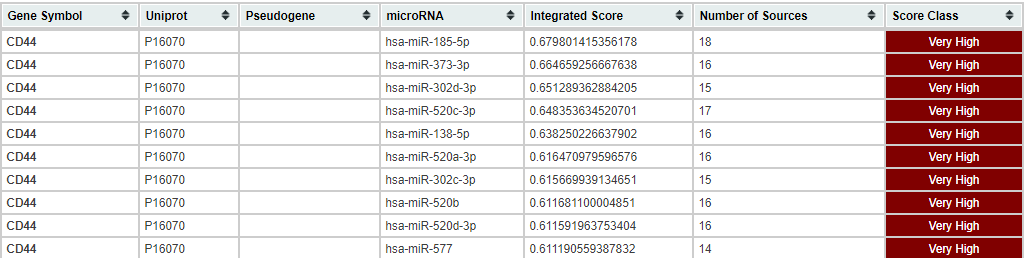
**

**Supp Table 4.** Top miRNAs targeting the 3’ UTR of CD44 as predicted by prediction software, mirDIP (microRNA Data Integration Portal). miR-138 was predicted as the fifth out of top 10 miRNAs to target CD44.

**
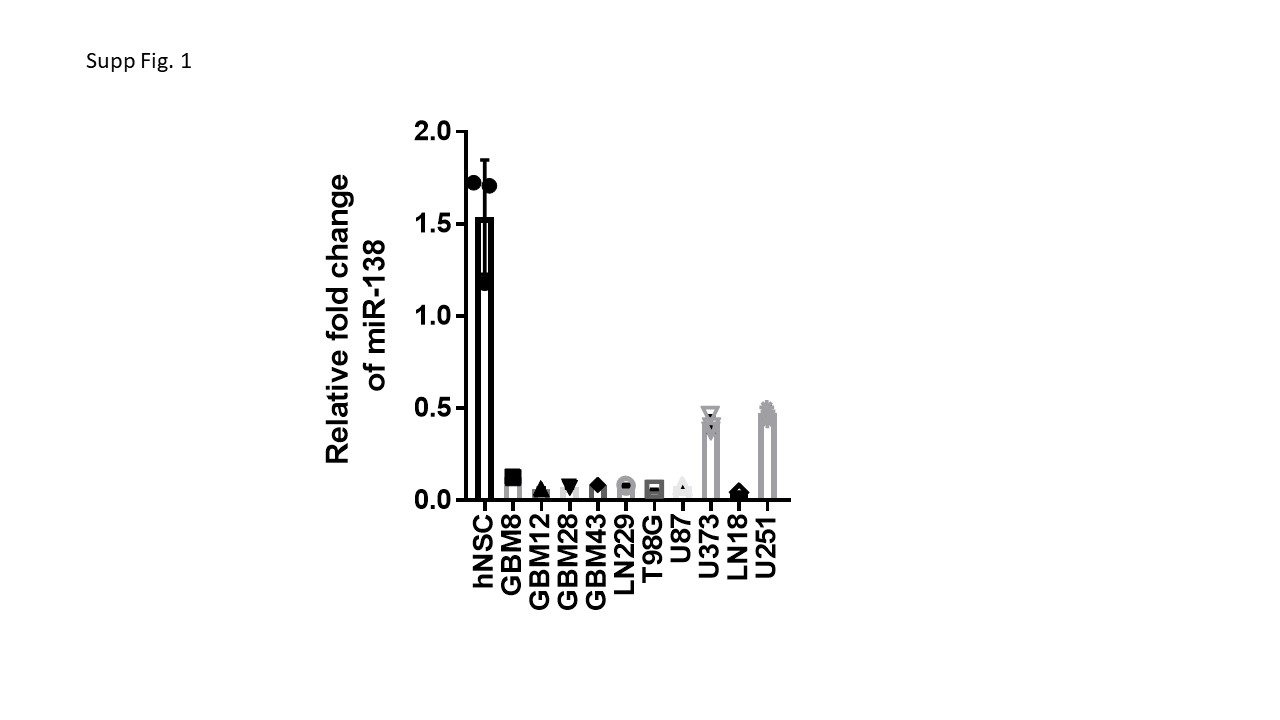
**

**Figure S1.** Relative fold change of miR-138 expression was observed lower in 4 patient-derived primary GBM cells (GBM8 (0.1262 ± 0.004762), GBM12 (0.06386 ± 0.004912), GBM28 (0.07143 ± 0.004731), GBM43 (0.08453 ± 0.002392)) and 6 glioma cell lines (LN229 (0.081 ± 0.005741), T98G (0.06172 ± 0.001572), U87 (0.07579 ± 0.002727), U373 (0.4155 ± 0.04372), LN18 (0.04435 ± 0.001073) and U251 (0.4743 ± 0.03747)) compared to human neural stem cell (hNSC (1.537 ± 0.3098) as a negative control. The expression level of miR-138 was measured by qRT-PCR using TaqMan individual miRNA assay.

**
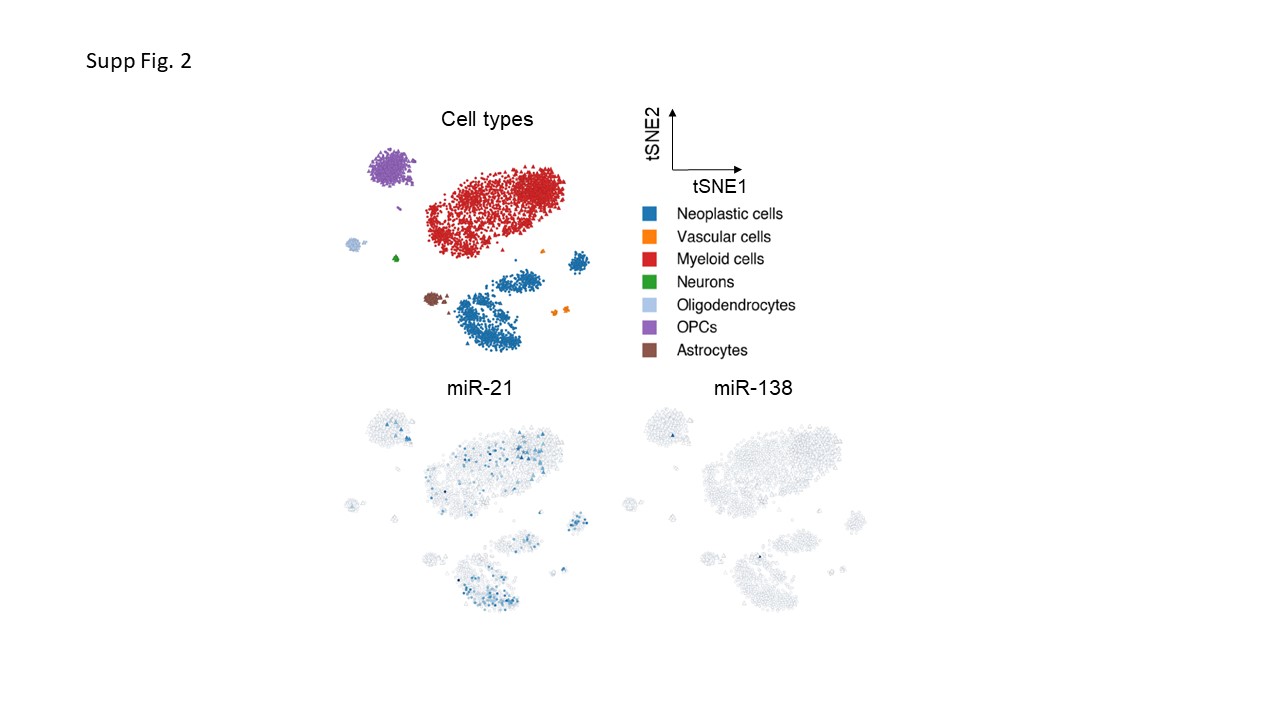
**

**Figure S2.** Expression level of miR-138 in GBM as revealed by Single cell RNA sequencing (scRNA-seq) (GBMSeq database: <http://www.gbmseq.org/>). tSNE plot showed the expression level of miR-138 barely observed in most cell types of GBM tumor, while overexpression of miR-21 was detected from neoplastic cells.

**
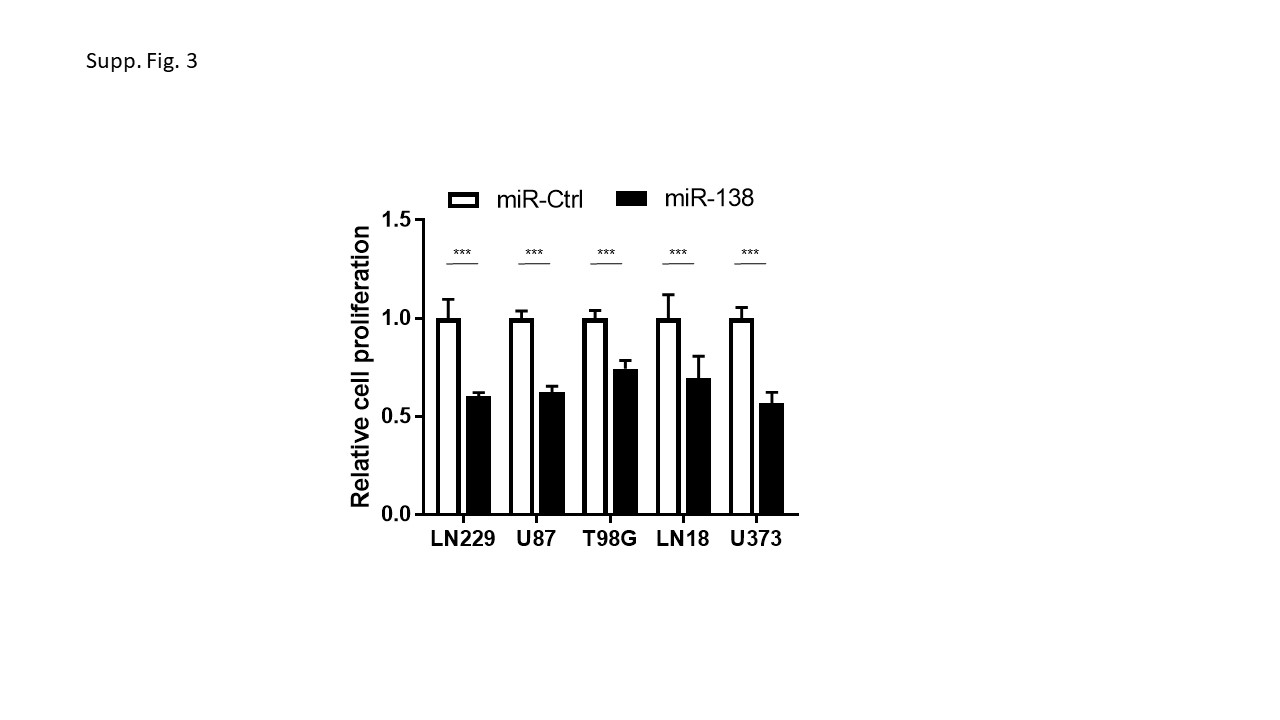
**

**Figure S3.** miR-138 restoration significantly inhibited the cell proliferation of representative GBM cells lines (LN229, U87, T98G, LN18 and U373). GBM cell lines were transfected with miR-138 or miR-Ctrl for 96 days. Cell viability was measured by CellTiter-Glo Luminescent Cell Viability Assay (n=3). All error bars indicate standard deviations, and the *p*-values were determined by two-tailed student *t*-test. ****p* < 0.001.

**
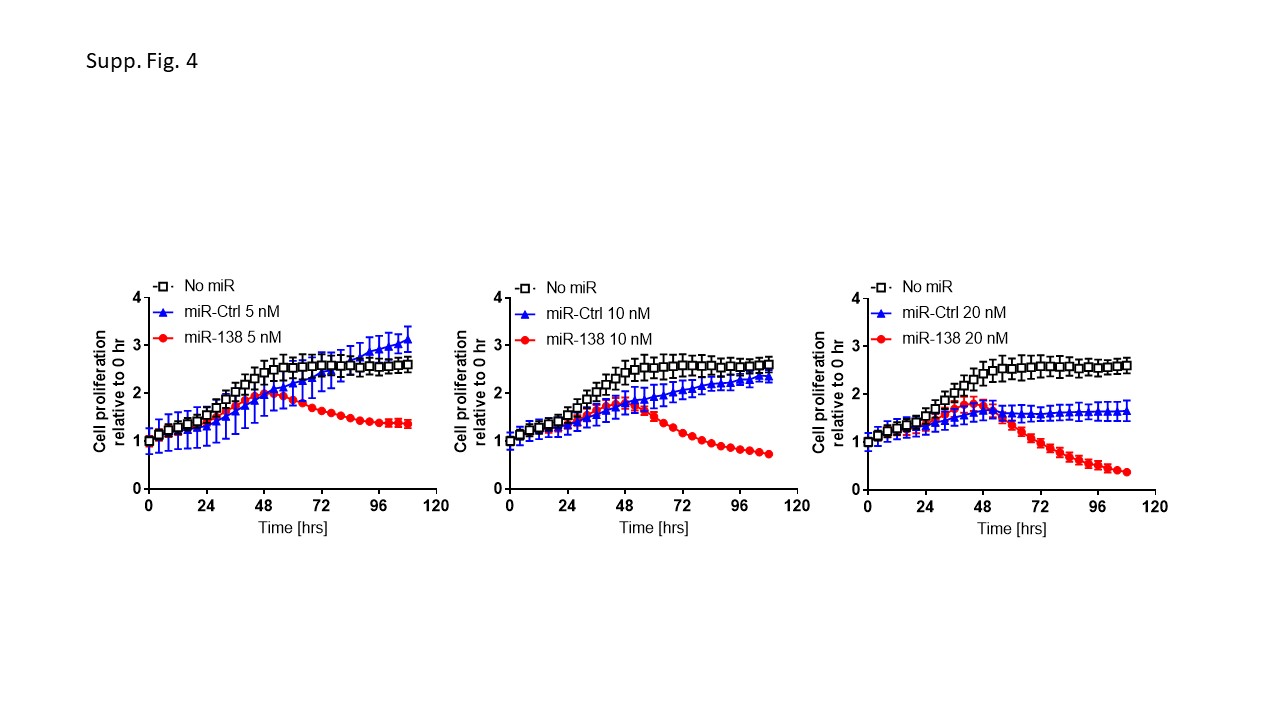
**

**Figure S4.** miR-138 restoration in GBM cells inhibited cell proliferation in concentration-dependent manner. Cell proliferation was analyzed by fluorescence live cell imaging every four hours on GBM12-RFP cells after transfection with 5, 10 or 20 nM of miR-138 or miR-Ctrl. RFP positive cells were referred to viable GBM cells (n=3). All error bars indicate standard deviations, and the *p*-values were determined by two-tailed student *t*-test. ****p* < 0.001.

**
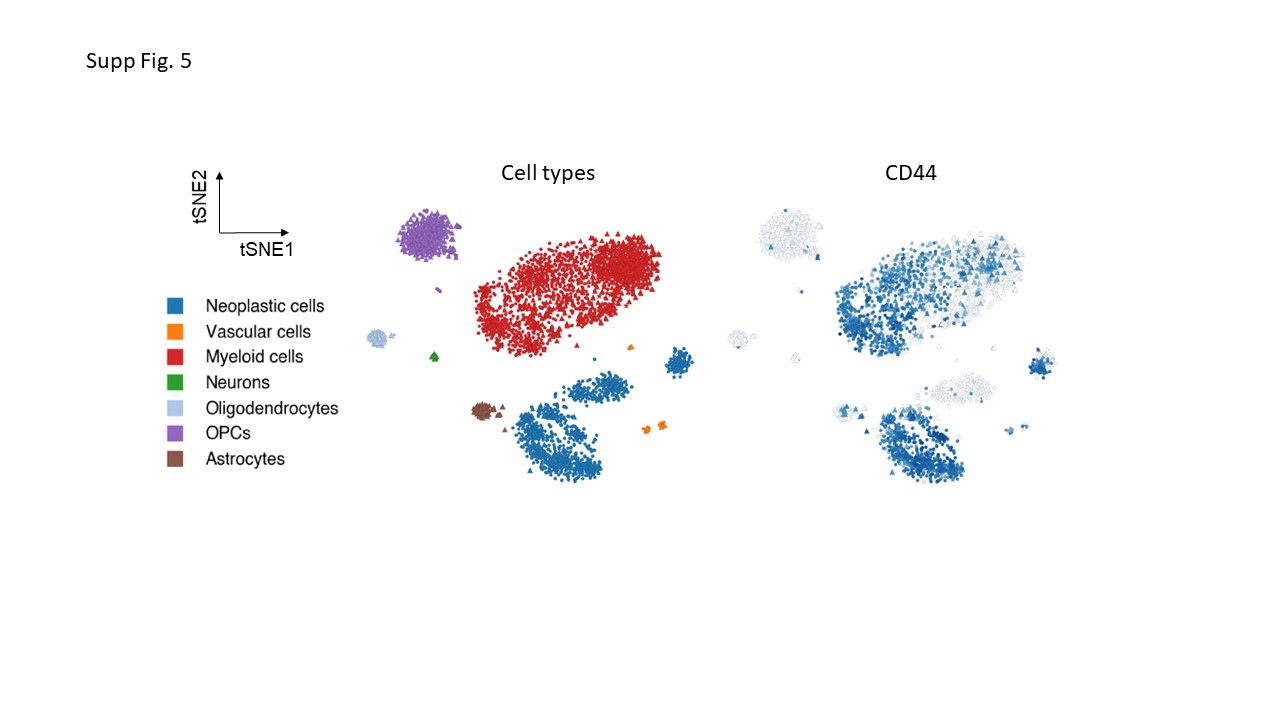
**

**Figure S5.** Expression level of *CD44* in GBM as revealed by single cell RNA sequencing (GBMSeq database: <http://www.gbmseq.org/>). tSNE plot showed that CD44 is heavily overexpressed in neoplastic cells.

**
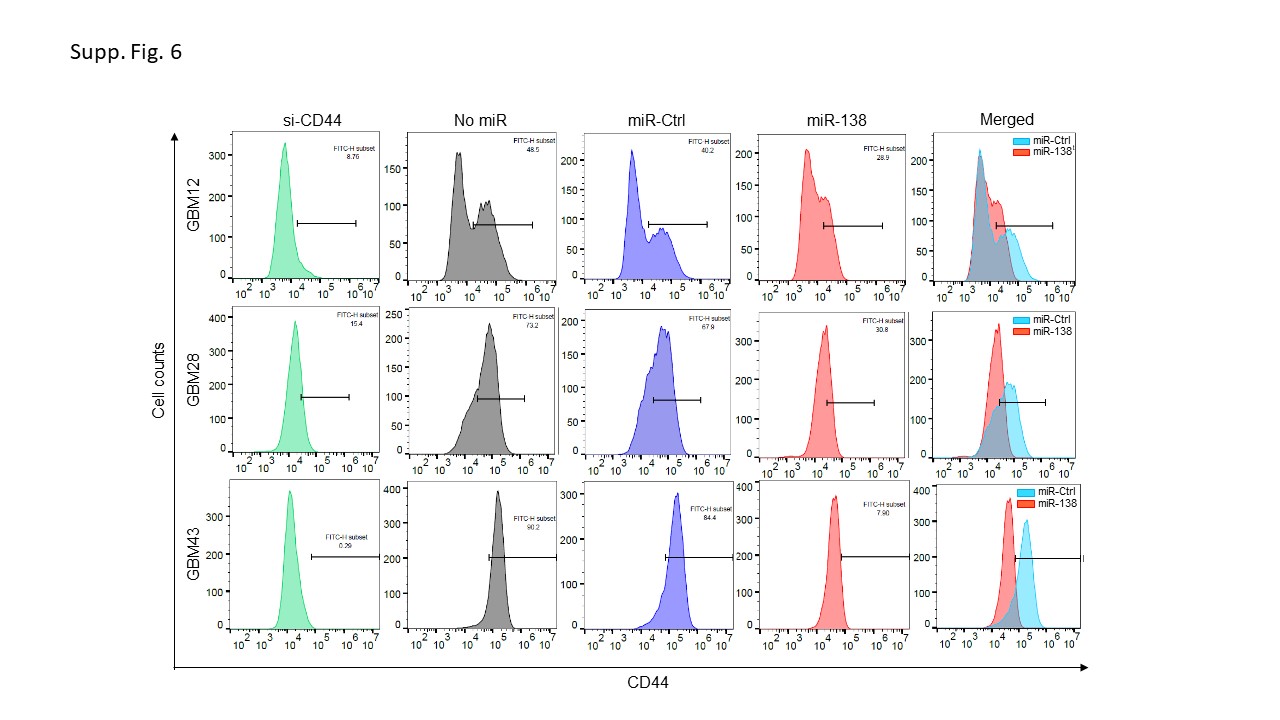
**

**Figure S6.** Representative flow cytometry images to detect CD44 positive cells from GBM cells (GBM12, GBM28 or GBM43) transfected with miR-138. Transiently transfected GBM cells with miR-138 mimics or miR-Ctrl were stained with FITC-labeled anti-CD44 antibodies and analyzed. GBM cells transfected with siRNAs against CD44 were used to gate FITC-CD44 negative cell population (n=3).

**
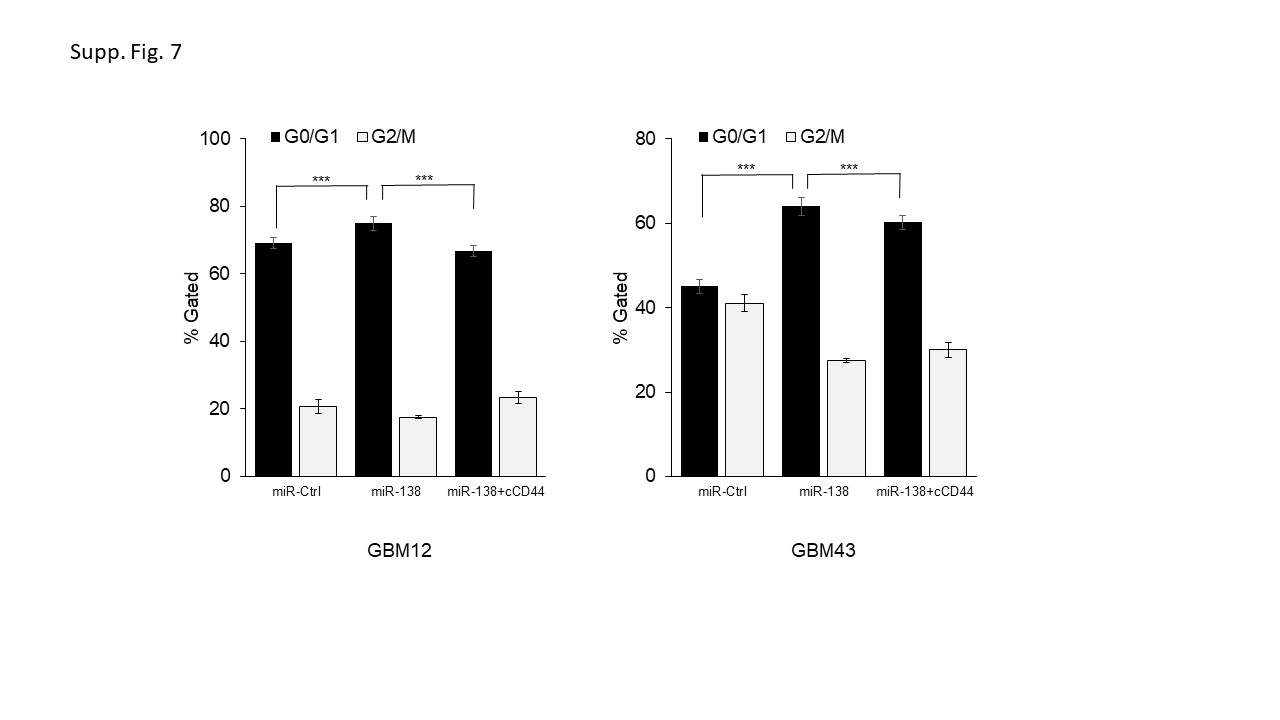
**

**Figure S7.** Cell cycle analysis by flow cytometry on GBM12 or GBM43 cells after 4 days of transient transfection of miR-138 or miR-Ctrl. Comparison of cell populations between G0/G1 and G2/M phases were expressed as %gated cells to total cell populations. Arrested cell cycle at G0/G1 phase by miR-138 was partially reversed by ectopic overexpression of CD44. All error bars indicate standard deviations, and the *p*-values were determined by two-tailed student *t*-test. ****p* < 0.001.

**
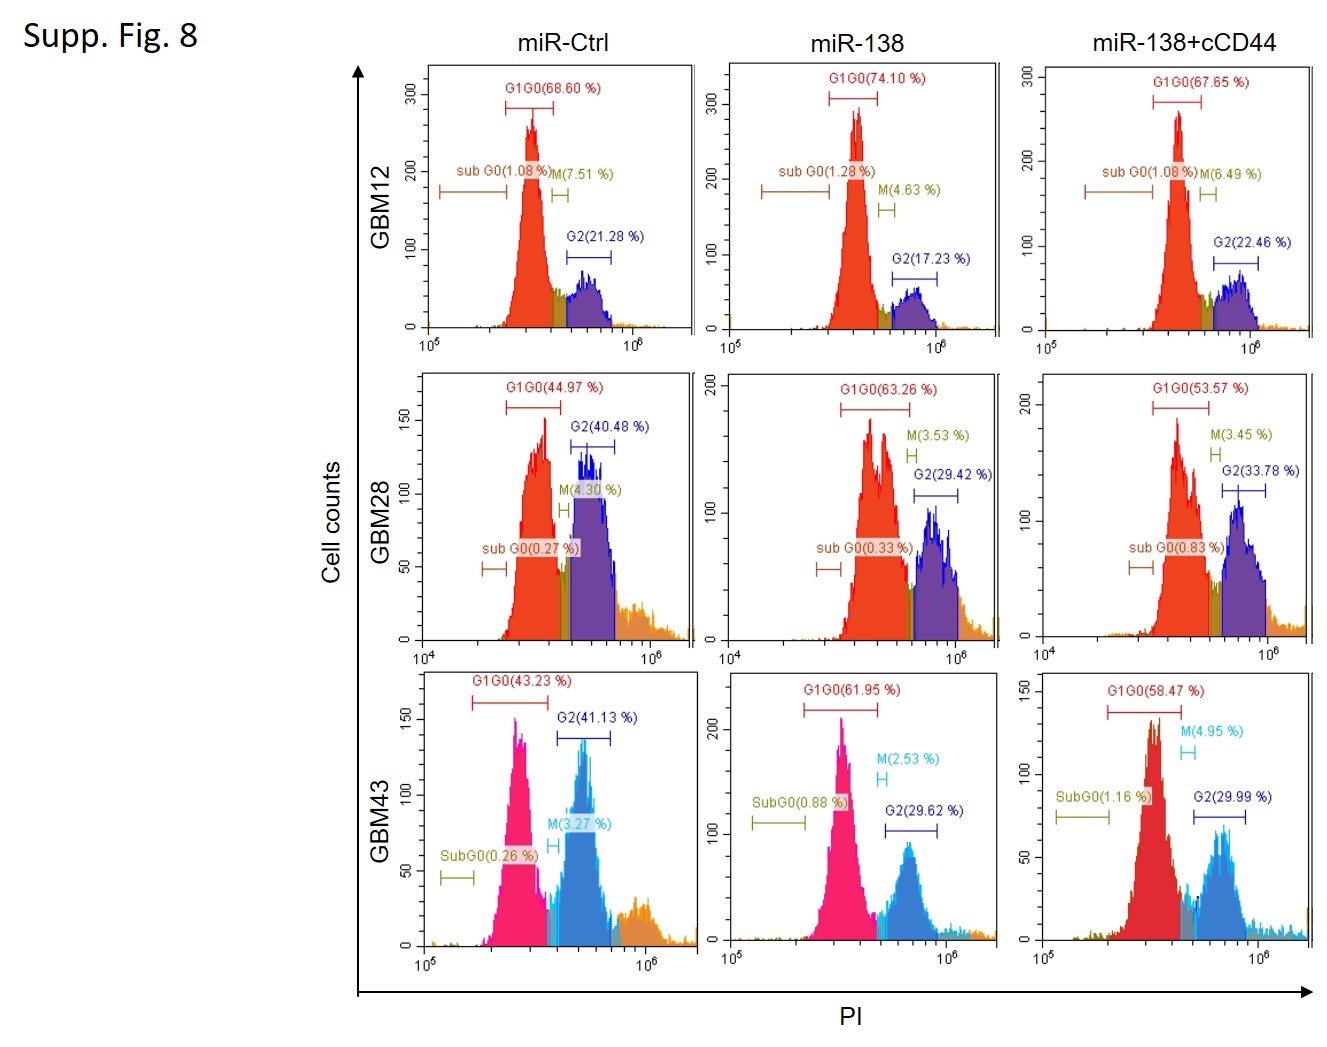
**

**Figure S8.** Representative cytograms from cell cycle analysis by flow cytometry on GBM12, GBM28 or GBM43 cells after 4 days of transient transfection of miR-138 or miR-Ctrl. Comparison of cell populations between G0/G1 and G2/M phases were expressed as %gated cells to total cell populations. Arrested cell cycle at G0/G1 phase by miR-138 was partially reversed by ectopic overexpression of CD44.

**
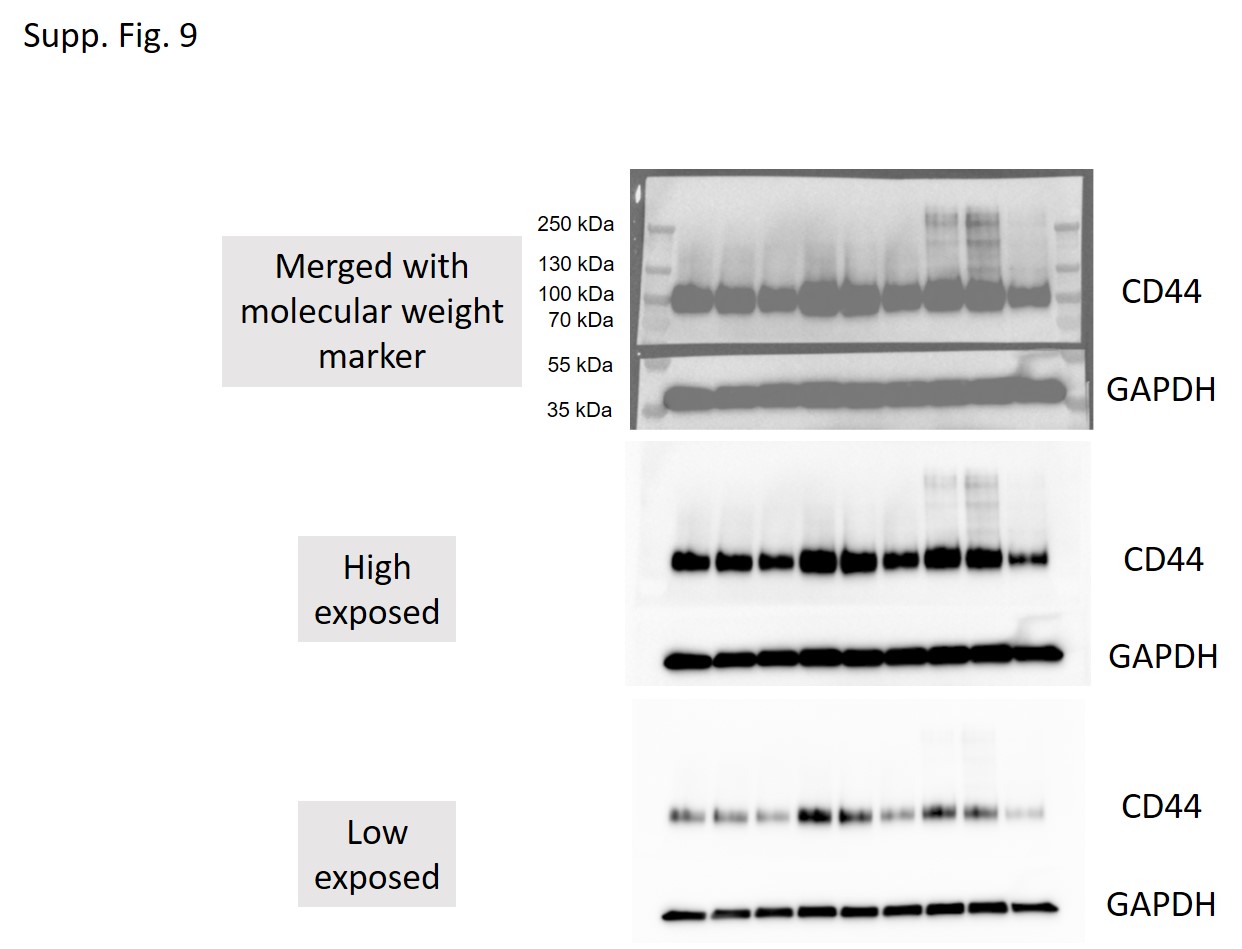
**

**Figure S9.** Original full-length image of western blotting analysis used in the Figure 3E. The immunoreactive bands on nitrocellulose membranes were visualized with enhanced chemiluminescence (ECL) (GE Healthcare, Piscataway, NJ, USA) using ChemiDoc MP (Bio-Rad, Hercules, CA, USA). The bands corresponding to CD44 or GAPDH were cropped to be used in the main figure. The positions of molecular weight bands visualized separately under bright filed mode was merged into chemiluminescence images. High and low exposure images were provided.

**
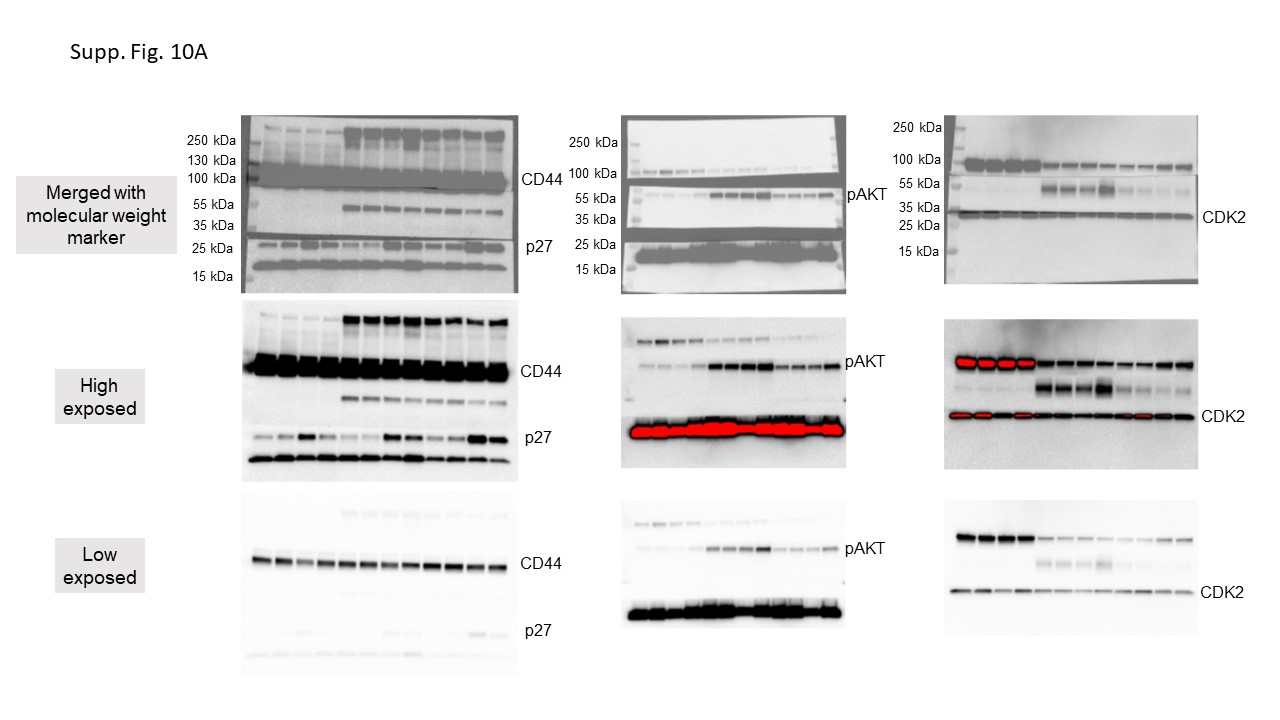

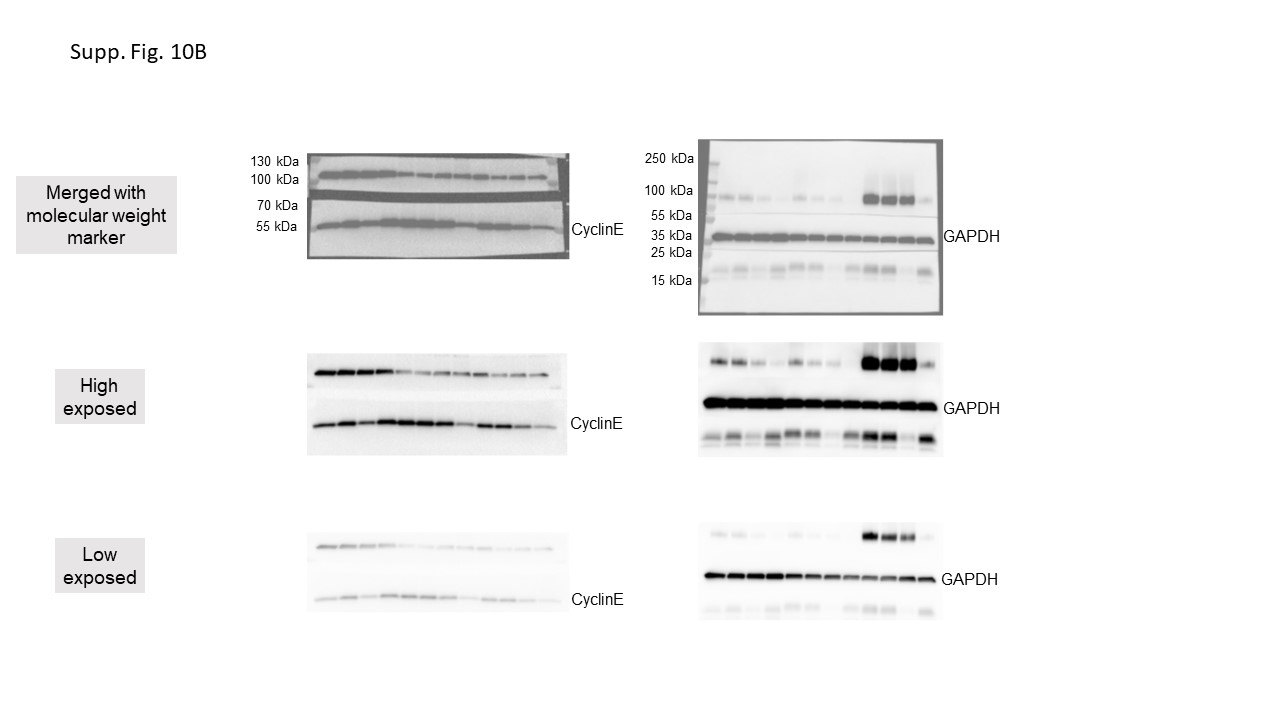
**

**Figure S10A and S10B.** Original full-length image of western blotting analysis used in the Figure 4C. The immunoreactive bands on nitrocellulose membranes were visualized with enhanced chemiluminescence (ECL) (GE Healthcare, Piscataway, NJ, USA) using ChemiDoc MP (Bio-Rad, Hercules, CA, USA). The bands corresponding to CD44, p-AKT, CDK2, p27, Cyclin E or GAPDH were cropped to be used in the main figure. The positions of molecular weight bands visualized separately under bright filed mode was merged into chemiluminescence images. High and low exposure images were provided.

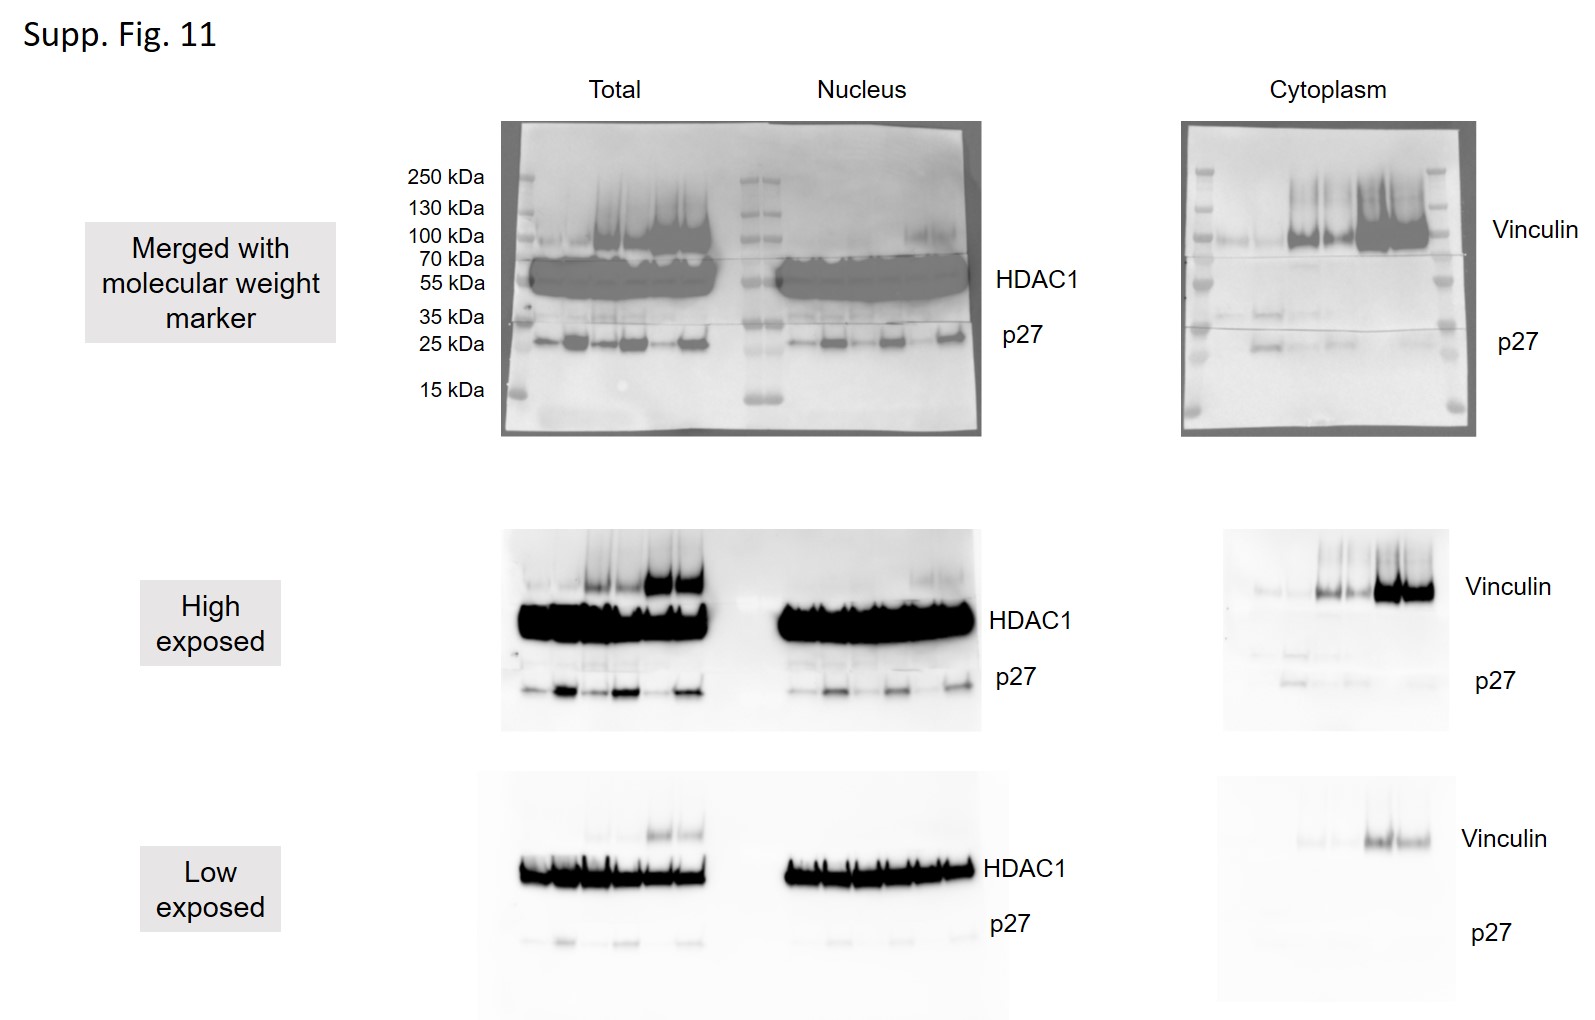

**Figure S11.** Original full-length image of western blotting analysis used in the Figure 4D. The immunoreactive bands on nitrocellulose membranes were visualized with enhanced chemiluminescence (ECL) (GE Healthcare, Piscataway, NJ, USA) using ChemiDoc MP (Bio-Rad, Hercules, CA, USA). The bands corresponding to p27, HDAC1 or Vinculin were cropped to be used in the main figure. The positions of molecular weight bands visualized separately under bright filed mode was merged into chemiluminescence images. High and low exposure images were provided.

**
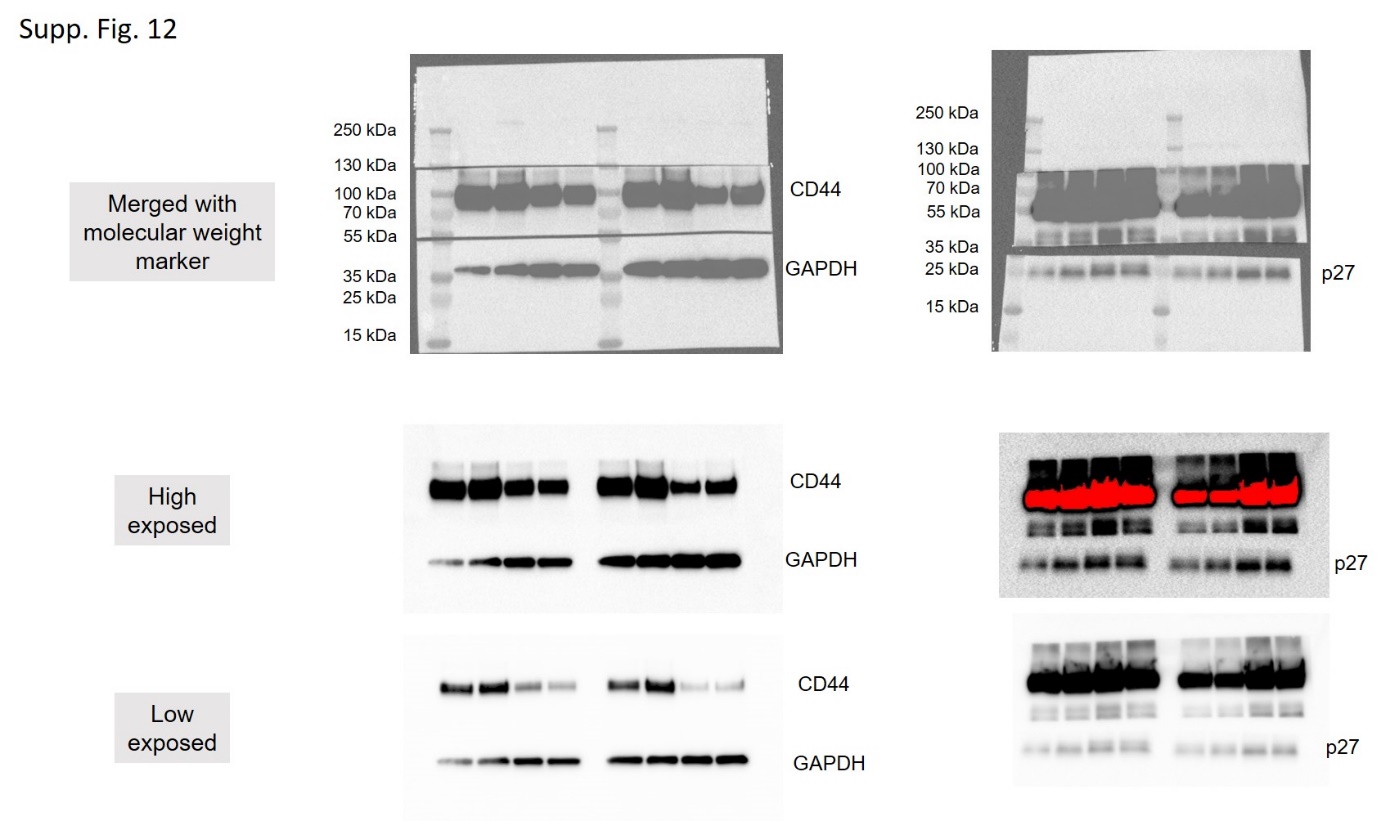
**

**Figure S12.** Original full-length image of western blotting analysis used in the Figure 5B. The immunoreactive bands on nitrocellulose membranes were visualized with enhanced chemiluminescence (ECL) (GE Healthcare, Piscataway, NJ, USA) using ChemiDoc MP (Bio-Rad, Hercules, CA, USA). The bands corresponding to CD44, p27 or GAPDH were cropped to be used in the main figure. The positions of molecular weight bands visualized separately under bright filed mode was merged into chemiluminescence images. High and low exposure images were provided.

How the deposited data were processed for this re-analysis (not part of the article)

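miRNA was measured in 13 frozen brain tissue samples, 9 GBMs and 4 controls, with the NanoString nCounter human v3 miRNA assay. The authors deposited counts of barcodes per probe, as whole numbers. The paper's text does not name the software that made them, a background step or a scaling by control probes. The paper describes RNA extraction with Trizol, while the sample labels describe a column kit with a homogenizer, and which was used for these samples stays open. Each sample column was matched to its label, and no column of sample values was left without a sample (0 columns).

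The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Library sizes were scaled by TMM over the 798 human miRNA probes, and edgeR's quasi-likelihood test compared GBM with control samples, with no covariate and no filter on low counts. A miRNA was called at a BH adjusted p below 0.01 and an absolute log2 fold change above 1, the threshold of the paper. Standard errors of log2 fold changes were derived from the F statistic of the test. The mRNA and non-human probes were fitted in a second model with every row. Single values were compared by a two-sided exact permutation test over all 715 splits of the samples into 4 and 9, and correlations within the GBM samples by all pairings. 9 such correlations were computed and adjusted together. Sets of miRNAs were tested by limma's camera with its preset correlation, with fry and camera with an estimated correlation beside it. 3 lists were used, of 6 neuronal miRNAs, 6 miRNAs of myeloid and lymphoid cells, and the miRNAs of the 14q32 cluster, which 71 probes detect. 5 of the neuronal, 2 of the myeloid and lymphoid and 14 of the 14q32 miRNAs are in Supp Table 2, so that the lists are not independent of these samples. All 44 miRNA numbers of the 14q32 list have a gene on chromosome 14 in the RefSeq table of GRCh38.p14, in a run with 1 miRNA gene, MIR300, that is not in the list.

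The miRNAs named were miR-138-5p and miR-21-5p, the 5 with the smallest adjusted p in each direction, the members of the neuronal and of the myeloid and lymphoid lists, any 14q32 miRNA called against the majority of its list, and every miRNA of Supp Table 2 whose sign or call differed. The tests between the groups, these lists and most alternatives were fixed before the data were examined, while many of the tests of explanations were chosen after. The alternatives were DESeq2, limma voom, DESeq2's size factors, scaling to the 100 most abundant miRNAs or to the total count alone, filterByExpr, a filter at background, background subtraction with a floor of 1, other thresholds, leaving out each sample, and a fit of only the samples with label numbers above 12. The labels do not say what their numbers mean, and this fit was chosen in case they follow the cartridges of 12 samples on which the assay runs. All 4 control samples but only 3 of the 9 GBM samples have numbers above 12, so that if they do, group and cartridge are partly confounded in all other fits. 5 alternatives were added after the values were seen, a filter at 30 counts in at least 4 samples, scaling to the positive ligation controls, TMM from the miRNAs with a mean count of at least 100, DESeq2 on every row, and a fit without miR-451a. Alternatives that would apply to values other than counts were not needed.

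The fits were tested on simulated counts for GBM versus control, drawn for the 798 miRNAs from their means and the library sizes, with 200 miRNAs changed. edgeR recovered 184 of the 200, with 2 false calls and none in the wrong direction, and called 0 miRNAs where none was changed. DESeq2 recovered 186 with 1 false call. All simulated changes were well above the fold change threshold, rises and falls had equal chance, and no separate background was added. The simulation therefore does not test changes near the threshold, the choice of scaling or the effect of background.

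Total counts were similar in both groups, but the low counts of most probes limit the precision. No replicate pair differed by as little as sampling noise, with a chi-square per degree of freedom of at least 23.6 between control samples and 55.4 between GBM samples. The labels pair no control sample with a GBM sample and give no batch. The RNA-seq, qRT-PCR and cell line experiments were not analysed here.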

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

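The test of the scaling for the mRNA probes and the fit without miR-451a were chosen after the result was seen. 70 groups (35 measures in controls and in GBMs) were searched for a sample far from the others by Dixon's ratio at its 95% critical value. 4 were found, where chance gives about 3.50.

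In control sample 1, miR-451a took 30.3% of the counts, against 2.44% to 3.23% in the other 3 control samples. Among the GBM samples its share was between 2.93% and 54.0%. miR-451a is abundant in red blood cells, and so is miR-144-3p. Within the 9 GBM samples both rose together (Pearson's r = 0.90, exact permutation p = 6.67e-04, Spearman's rho = 0.85, exact permutation p = 0.0061, BH adjusted p of r 0.0060 among 9 relations), and r was 0.79 without the 2 samples farthest from the median of miR-451a (exact permutation p = 0.0349). The relation of miR-451a with miR-16-5p, which red blood cells also carry, was less firm (r = 0.80, exact permutation p = 0.0094, rho = 0.67, exact permutation p = 0.0589, BH adjusted p of r 0.0281) and rested on the 2 farthest samples, without which r was 0.50 (exact permutation p = 0.253). The same held for miR-451a and PC2 (r = 0.80, exact permutation p = 0.0088, rho = 0.72, exact permutation p = 0.0369, BH adjusted p of r 0.0281), with r = 0.55 without those samples (exact permutation p = 0.202). Blood in the tissue is a candidate explanation for the varying share. The share had little effect on the number of DEmiRs, since leaving out miR-451a gave 78 calls in place of 81.

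miR-135b-5p in GBM sample 7 was at 12.2 on the log2 CPM scale, against 8.34 to 9.91 in the other GBM samples. Without this sample, the log2 fold change of miR-135b-5p fell from 2.94 to 2.02 and passed the threshold (edgeR adjusted p = 0.0032, over all alternatives 1.46e-06 to 0.0541). No technical or biological explanation for this single sample was tested.

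miR-504-5p in control sample 1 was at 8.44, against 7.68 to 7.72 in the other controls, and miR-146a-5p in control sample 3 at 9.27, against 8.62 to 8.69. Both gaps are small beside the difference of miR-504-5p between the groups, and miR-146a-5p was not called. With 70 groups searched, chance gives as many such samples, and no other explanation was tested.

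The panel carries 5 mRNA probes that the paper does not report. ACTB, B2M and RPLP0 were higher in GBM, with log2 fold changes of 1.56, 2.00 and 1.23 (edgeR adjusted p = 0.0187, 0.0130 and 0.0437), while GAPDH and RPL19 differed by 0.63 and 0.28 (edgeR adjusted p = 0.432 and 0.614). These 2 depended on the scaling. With TMM from abundant miRNAs they were at 1.22 and 0.90 (edgeR adjusted p = 0.0484 and 0.0220). With the ligation controls they were at 0.25 and -0.066 (edgeR adjusted p = 0.821 and 0.952). The difference in mean log2 level was tested for each probe (exact permutation p = 0.0014 for ACTB, 0.0028 for B2M and 0.0084 for RPLP0). All 3 stayed above 0 under the 6 scalings, but with the ligation controls the log2 fold changes of ACTB and RPLP0 fell to 1.19 and 0.87 (edgeR adjusted p = 0.0929 and 0.260), and the adjusted p of B2M rose to 0.0457. The increase of ACTB and RPLP0 can therefore not be told apart from an effect of the scaling factor. For B2M the choice among the 6 scalings is argued against as the whole cause, since its adjusted p stayed below 0.05 under each, though not below 0.01. A different RNA quality, mRNA carry-over or tumor biology stay open and were not tested.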

How the results depend on the processing

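The TMM factors from abundant miRNAs, the ligation control scaling, the filter at 30 counts, DESeq2 on every row and the fit without miR-451a were chosen after the values were seen. The number of DEmiRs was 81. Over 29 alternatives it stayed within 1.5 times of that in 26. Scaling to the geometric mean of the 100 most abundant miRNAs gave 152 (102 higher, 50 lower) and TMM from the miRNAs with a mean count of at least 100 gave 1.3e+02 (77 higher, 50 lower). Of the 81 miRNAs, 60 were called under each of these. The samples with label numbers above 12 gave 39, with fewer samples in the test. Leaving out each sample gave 69 to 88. The calls higher in GBM fell from 10 to 6, 3, 5 and 3 without control sample 1, 2, 3 and 4.

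The direction of the calls followed the scaling. 87.7% of calls were lower under TMM, 32.9% with the 100 most abundant miRNAs, 39.4% with TMM from abundant miRNAs, 51.9% with the filter at 30 counts, and 96.3% with the ligation controls. The 6 tested scalings moved the median log2 fold change of all miRNAs from -0.22 to 0.76.

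miR-138-5p stayed lower in all 27 alternatives and past the threshold in 26. In the samples with label numbers above 12, its log2 fold change was -1.62 (edgeR adjusted p = 0.0358, over all alternatives 1.85e-08 to 0.0358), with 3 GBM samples in the test. Leaving out each sample gave -2.32 to -1.97. miR-21-5p stayed higher and past the threshold in all 27 alternatives, between 3.96 and 5.17. The groups kept apart on PC1 in all 17 alternatives, with a gap of 11.9% to 50.5% of the range.

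The correlation of miR-138-5p with miR-21-5p within GBM changed sign with single samples left out, between -0.27 and 0.24, and never passed p = 0.05. That with the neuronal list stayed between 0.45 and 0.70 and did not pass it either. The neuronal and the 14q32 lists kept direction and call in all 17 alternatives. The myeloid and lymphoid list, at 1.06, lost its call with an estimated correlation (1.06, p = 0.160) and with the 100 most abundant miRNAs (1.67, p = 0.0574). The cause was not tested.

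Among the other named miRNAs, 545 values kept direction and call, 25 lost the call, 38 gained it and 8 changed sign. The sign changes were in 2 miRNAs that were not called. miR-142-5p was at -0.070 with background subtraction, -0.31 in the samples with label numbers above 12 and -0.038 with the ligation controls. miR-150-5p was at -0.36 with DESeq2, -0.37 with DESeq2 on every row, -0.083 with background subtraction and -0.071 with limma voom, and between -0.39 (without GBM sample 2) and 0.96 with each sample left out. The cause was not tested.

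Single samples decided some calls near the threshold. miR-574-5p lost its call without control sample 2, 3 or 4 (2.43, 2.42 and 2.25), as did miR-4516 (1.79, 1.80 and 1.60). miR-493-3p lost it without control sample 1, 2 or 4 (1.57, 1.64 and 1.55), and miR-142-3p without control sample 2, 3 or 4 (2.11, 2.42 and 2.12) or GBM sample 2 or 5 (2.20 and 2.18). miR-1290 was called without GBM sample 1 or 2 (3.31 and 3.36), miR-10a-5p without GBM sample 1, 8 or 9 (3.47, 3.52 and 3.53), miR-15a-5p without GBM sample 9 (1.18) and miR-135b-5p without GBM sample 7 (2.02).

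No paired analysis was possible because the labels pair no control sample with a GBM sample and share no number between the groups. The numbers 1 to 4 that occur in both groups here only count the samples of each group. Depth limits the low miRNAs, since 61.0% of the 798 have a mean count below 20 and 28 of the 71 miRNAs called lower have a mean GBM count below 30.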

Differences from the paper's values

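For miR-135b-5p, the log2 fold change was 2.94 and the paper's value is 1.96. Supp Table 2 gives no error, so the standard error of each fit was used. Of the alternatives set before the data were examined, DESeq2 (1.98), limma voom (2.36) and background subtraction (2.47) fell within that error of the paper's value. So did edgeR without GBM sample 7 (2.02), control sample 2 (2.83, standard error 0.92) or control sample 4 (2.74, standard error 0.90). DESeq2's size factors in edgeR (3.00), the 100 most abundant miRNAs (3.50), the total count alone (2.96), filterByExpr (3.06), the filter at background (3.05), the samples with label numbers above 12 (4.11) and leaving out any other sample (2.96 to 3.28) did not. Of the alternatives chosen after seeing the values, DESeq2 on every row (1.97), which called all 48 miRNAs of Supp Table 2, and the ligation controls (2.62), which did not call 10 of them, including the 4 that edgeR with TMM did not call, fell within the error as well.

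The paper's 89 DEmiRs stand beside 81 here. limma voom gave 89 as well, DESeq2 gave 115, and the paper's tool is DESeq2. Of the 48 miRNAs in Supp Table 2, 44 were called, and DESeq2 called all 48. The total count alone called 47, limma voom 46, the 100 most abundant miRNAs 46, both filters 45, DESeq2's size factors 44, background subtraction 43 and the samples with label numbers above 12 called 33. With the 100 most abundant miRNAs, 44 of the 48 log2 fold changes differed from the paper's by more than their standard error, as did 21 in the samples with label numbers above 12 and 19 with background subtraction. miR-1290 and miR-10a-5p were called with DESeq2, the 100 most abundant miRNAs and the total count alone. miR-1290 was also called in the samples with label numbers above 12. miR-15a-5p was called with DESeq2, the 100 most abundant miRNAs, both filters, background subtraction and limma voom. miR-135b-5p was called with DESeq2, the 100 most abundant miRNAs, the total count alone, background subtraction, limma voom and the samples with label numbers above 12. With 1 sample left out, edgeR called miR-1290 without GBM sample 1 or 2, miR-10a-5p without GBM sample 1, 8 or 9, miR-15a-5p without GBM sample 9 and miR-135b-5p without GBM sample 7. Of the alternatives chosen after seeing the values, DESeq2 on every row, the filter at 30 counts and TMM from abundant miRNAs called all 4 as well. The legend of Supp Table 2 calls its fold changes absolute, and 35 of its 48 values are negative.

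The paper describes miR-138 as falling where miR-21 rises. Between the groups the 2 miRNAs moved apart, but within the 9 GBM samples their Pearson's r was 0.03 (exact permutation p = 0.945). This value says little about a relation within GBM, as 7 of the 9 GBM samples were not above background for miR-138-5p. The paper counts the miRNAs of the whole panel as detected, while 579 of the 798 analysed here were above background in at least 4 samples.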

Other observations

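The tests of miR-138-5p against the neuronal list, of the 14q32 list as a set, of the total counts and of the splits for the number of DEmiRs were fixed in advance. Those of osa-miR442, the 14q32 list and GBM sample 9 against the neuronal list were written with other values already seen, but not their own result. Those of background, ligation controls, scaling from abundant miRNAs, the filter, depth, a swapped label, miR-493-3p and the splits for the lists were chosen after the result was seen.

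The number of DEmiRs was compared with other splits of the 13 samples into 4 and 9. Among 100 splits, 1 gave 81 or more calls, the real one, and the next gave 4. Chance can be excluded for the number of calls.

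The excess of miRNAs called lower in GBM may come from scaling factors that follow the background, which could not be decided. Across the 13 samples, the TMM factor rose with the mean of the 272 probes with a mean count under 10 (Pearson's r = 0.64, permutation p = 0.0191) and not detectably with the 180 miRNAs of a mean count of at least 100 (r = 0.27, permutation p = 0.374, BH adjusted 0.0286 and 0.374 among 6 relations). With TMM from these abundant miRNAs, 39.4% of calls were lower, down from 87.7%, and the calls higher in GBM rose from 10 to 77. This scaling moves all miRNAs alike, with a median log2 fold change of 0.71 in place of 0.12, so that the turn follows from the shift and factors set by background cannot be told apart from a lower level of the abundant miRNAs in GBM. Removing low miRNAs before TMM left the share at 84.5% with the filter at background and 79.3% with filterByExpr, but brought it to 51.9% with the filter at 30 counts, so that a part played by the low counts stays open. Total counts argue against unequal total depth, since the groups overlap (exact permutation p = 0.936). The totals are partly set by miR-451a, which took up to 54.0% of the counts of a GBM sample. The factor from the 100 most abundant miRNAs did not overlap, at 1.18 to 1.60 in controls and 0.68 to 1.13 in GBMs. Which scaling is right stays open, because nothing in the table fixes the total miRNA content of the tissues. With the positive ligation controls, 96.3% of calls were lower. Their factor rose with the low probes as well (r = 0.79, permutation p = 0.00145, BH adjusted 0.0087) and fell with the abundant miRNAs (r = -0.67, permutation p = 0.0136, BH adjusted 0.0271). These relations do not show that background sets this factor, since no test told background apart from a lane or ligation effect.

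miR-138-5p was lower in GBM, and 3 explanations were weighed. The lowest control count, 45, was above the highest background limit of the 13 samples, 28.9. The negative ligation controls that set this limit do not bound the unspecific signal of a single probe. The rice probe osa-miR442 counted between 47 and 74 in the control samples and was also lower in GBM. Background of the miR-138-5p probe itself therefore stays open. Ligation efficiency is argued against, since scaling to the positive ligation controls gave -2.42. The third is fewer neurons in the tumor tissue. The neuronal list (miR-124-3p, miR-128-3p, miR-129-5p, miR-132-3p, miR-137 and miR-218-5p) was lower in GBM by a mean of 4.68 on the log2 scale, in all 9 GBM samples (exact permutation p = 0.0014, camera p = 1.97e-10, fry p = 7.76e-07, with an estimated correlation p = 0.0069). All 6 members were called, also adjusted over the list alone, which is not independent evidence. Among 100 splits, only the real one gave a camera p as small. Within the 9 GBM samples miR-138-5p rose with the list (r = 0.60, exact permutation p = 0.0856, rho = 0.67, exact permutation p = 0.0589, BH adjusted p of r 0.154 among 9 relations), and r was 0.55 without the 2 farthest samples (exact permutation p = 0.203). This cannot be told apart from no relation with 9 samples, 7 of them at background for miR-138-5p. Its relation to the median miRNA count of the sample could not be told from none either (r = -0.65, exact permutation p = 0.0577, rho = -0.62, exact permutation p = 0.0786, BH adjusted p of r 0.130), and r was -0.38 without the 2 farthest samples (exact permutation p = 0.395). A regulated loss of miR-138 in tumor cells stays open as well. For this the paper has other evidence, not analysed here. By qRT-PCR it reports less miR-138 in cultured patient-derived GBM cells and glioma cell lines than in human neural stem cells.

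GBM sample 9 lay nearest to the controls on PC1, and it had the lowest miR-21-5p count of the GBM samples, 4087. GBM samples 7, 8 and 9 have label numbers above 12, as have all 4 controls. These 3 had the lowest PC1 scores of the GBMs, at 3.95, 3.51 and -5.23, against at least 5.21 in the others. If the label numbers follow cartridges, a cartridge effect on PC1 stays open and was not tested. The depth of GBM sample 9 argues against low coverage, since its total count of 711859 was above that of 6 other GBM samples. A swap with a control needs a control among the GBM samples, and the highest control score was -16.8. Non-tumor tissue in the sample may contribute. Its neuronal mean was 9.06 on the log2 scale, rank 1 of the 9, against at most 7.93 in the other GBM samples and at least 11.7 in controls. Over the 9 GBM samples, however, no relation of PC1 to the neuronal mean was detectable (r = -0.33, exact permutation p = 0.381, rho = -0.03, exact permutation p = 0.948), which 9 samples do not exclude. Non-tumor tissue can therefore not be told apart from other differences of GBM sample 9.

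miRNAs of the 14q32 cluster were lower in GBM as a list, with a mean log2 difference of -1.0 over 71 probes (camera p = 1.16e-11, fry p = 1.42e-04, with an estimated correlation p = 0.0338, BH adjusted 0.0508 over the 3 lists, exact permutation p of the list mean 0.0014), in all 9 GBM samples. 25 were called lower and 1 higher, and 31 were called when adjusted over the list alone. This tally depended on the scaling, with 17 lower and 5 higher for the 100 most abundant miRNAs, 17 lower and 4 higher for TMM from abundant miRNAs, and 26 lower and 0 higher for the ligation controls. 6 of 100 splits, counting the real one, gave a camera p as small, so chance cannot be excluded by that measure, while no other split gave a list mean as far apart. Relative to the median of all miRNAs, the list's median log2 fold change was between -0.98 and -0.91 under the 6 scalings, while its own median ran from -1.14 to -0.21. The nearly constant relative value follows from the subtraction, since a scaling moves all miRNAs alike, and is no test of the list. The set tests restate that the list was lower, so that a change of the whole cluster cannot be told apart from changes of part of its members by them. 51 of the 71 log2 fold changes were negative, and between 40 and 64 over the 6 scalings. miR-493-3p itself did not share the decrease, since it was higher (log2 fold change 1.67, edgeR adjusted p = 0.0044, over 27 alternatives 4.81e-05 to 0.0458). It was named because it was called against the majority of the list, so its direction restates that call and is no separate test. For fewer neurons, no relation of the list mean to the neuronal mean was detectable within GBM (r = -0.22, exact permutation p = 0.572, rho = -0.32, exact permutation p = 0.410). With 9 samples this does not exclude a relation, so that fewer neurons stay open.

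The myeloid and lymphoid list was higher in GBM by a mean of 1.06 (camera p = 0.0123, fry p = 0.0132, with an estimated correlation p = 0.160). 7 of 9 GBM samples were above all controls. miR-155-5p and miR-142-3p were called, 2 of 6 also when adjusted over the list alone, while miR-223-3p, miR-146a-5p, miR-150-5p and miR-142-5p were not. 19 of 100 splits, counting the real one, gave a camera p as small, so chance cannot be excluded by that measure, while the exact permutation p of the list mean over all splits was 0.0126. No other explanation was tested.

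The rice probe osa-miR442 was lower in GBM, at 29.4 ± 8.79 counts (SD, n = 9) against 56.5 ± 12.1 (SD, n = 4), a log2 fold change of -0.96 (edgeR adjusted p = 0.0131). In GBM samples 2, 4 and 5 its counts of 23, 21 and 21 did not exceed their background limits of 28.9, 28.1 and 22.4. This leaves the size of the log2 fold change uncertain. It stayed below 0 under the 6 scalings, from -1.28 to -0.42, but the difference was not detectable with the 100 most abundant miRNAs (edgeR adjusted p = 0.213) or with TMM from abundant miRNAs (edgeR adjusted p = 0.208), and only the ligation controls brought the adjusted p below 0.01. A lane or ligation effect as the whole cause is argued against, since scaling to those controls gave -1.28 (edgeR adjusted p = 0.0041). The choice of scaling stays open. Signal from neuronal RNA on the probe was tested by its relation to the neuronal list within GBM, which was not detectable (r = -0.40, exact permutation p = 0.287, rho = -0.47, exact permutation p = 0.213) and cannot be told apart from no relation with 9 samples.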
